# SAPCD2 promotes neuroblastoma progression by altering the subcellular distribution of E2F7

**DOI:** 10.1038/s41419-022-04624-z

**Published:** 2022-02-23

**Authors:** Zi-Mu Zhang, Hai-Bo Cao, Zhi-Heng Li, Ran Zhuo, Yan-Fang Tao, Xiao-Lu Li, Gen Li, Xin-Mei Liao, Fang Fang, Yi Xie, Di Wu, Hai-Rong Wang, Jian-Wei Wang, Yan-Ling Chen, Juan-Juan Yu, Si-Qi Jia, Ran-Dong Yang, Xin-Yi Guo, Yang Yang, Chen-Xi Feng, Yun-Yun Xu, Guang-Hui Qian, Jian Pan

**Keywords:** Cancer, Cancer

## Abstract

Recent studies uncovered the emerging roles of SAPCD2 (suppressor anaphase-promoting complex domain containing 2) in several types of human cancer. However, the functions and underlying mechanisms of SAPCD2 in the progression of neuroblastoma (NB) remain elusive. Herein, through integrative analysis of public datasets and regulatory network of GSK-J4, a small-molecule drug with anti-NB activity, we identified SAPCD2 as an appealing target with a high connection to poor prognosis in NB. SAPCD2 promoted NB progression in vitro and in vivo. Mechanistically, SAPCD2 could directly bind to cytoplasmic E2F7 but not E2F1, alter the subcellular distribution of E2F7 and regulate E2F activity. Among the E2F family members, the roles of E2F7 in NB are poorly understood. We found that an increasing level of nuclear E2F7 was induced by SAPCD2 knockdown, thereby affecting the expression of genes involved in the cell cycle and chromosome instability. In addition, Selinexor (KTP-330), a clinically available inhibitor of exportin 1 (XPO1), could induce nuclear accumulation of E2F7 and suppress the growth of NB. Overall, our studies suggested a previously unrecognized role of SAPCD2 in the E2F signaling pathway and a potential therapeutic approach for NB, as well as clues for understanding the differences in subcellular distribution of E2F1 and E2F7 during their nucleocytoplasmic shuttling.

## Introduction

Neuroblastoma (NB) is one of the most common malignant extracranial solid tumors in pediatric patients that originates from neural crest cells of the sympathetic nervous system and accounts for up to 15% of cancer-related mortality in children [1]. Rather than the gradual accumulation of oncogenic driver events led by hereditary and environmental factors as well as replication errors in adult tumors, pediatric tumors are mostly driven by mutations, variants in key genes or abnormal activation of key pathways within certain critical stem/progenitor cells at specific periods of development, leading to the initiation and progression of tumors [2, 3]. Although several genomic and genetic aberrations, such as MYCN amplification, ALK mutation, PHOX2B mutation, and single nucleotide polymorphisms within LIN28B, have been found to be significantly associated with a poor outcome [4], further investigations on mechanisms driving NB progression are still warranted to provide insights for improving the prognosis of patients.

GSK-J4 is a novel small-molecule inhibitor of lysine 27 of histone 3 (H3K27) demethylases. In a recent study, of about 800 solid tumor cancer cell lines tested, NB cell lines displayed the most reduced cell viability after GSK-J4 treatment [5]. The efficacy of GSK-J4 monotherapy in NB has been confirmed by in vitro and in vivo studies in animals, and JMJD3 (histone demethylase Jumonji D3, also called KDM6B) was identified as a key target of GSK-J4 in NB [5, 6]. With the aim to discover new players involved in the progression of NB, we performed bioinformatics analysis of the GSK-J4 regulatory network and identified 19 genes that are significantly downregulated in multiple GSK-J4-treated NB cell lines. Among those genes, SAPCD2 (suppressor anaphase-promoting complex domain containing 2) emerged as an appealing target for further investigations given its high connection to poor patient prognosis and in consideration of the lack of understanding of its roles and regulatory mechanisms in NB.

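In the GENCODE annotation of hg38, SAPCD2 (ENSG00000186193) lies on the minus strand of chromosome 9 from 137062127 to 137070557. Its annotated transcript has 6 exons and is 3814 bp long, with a GC content of 66.5%. The coding sequence of 1182 bp encodes a protein of 394 amino acids, not counting the stop codon. Exon 6, which holds the whole 3′ untranslated region, runs from 137062127 to 137064787.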

SAPCD2, also known as C9orf140 or p42.3, is located in the 9q34.3 site of the human chromosome and encodes a 389-amino acid protein with EF-Hand domain at the N-terminal and functional coil–coil(CC)-domains at the C-terminus [7]. SAPCD2, initially identified as a cell cycle-dependent gene in gastric cancer, has been found to preferentially express in the M and G1 phases over the S and G2 phases, and act as a key regulator of controlling spindle orientation and divisions [8, 9]. Accumulating studies have shown an elevated expression level of SAPCD2 in a number of human cancers, such as colorectal cancer, fibrosarcoma, melanoma, and non-small cell lung cancer. SAPCD2 largely functions as an oncogene playing important roles in tumorigenesis by promoting cell proliferation, cell migration, and invasion by various pathways, such as PI3K/Akt activation, MAPK activation, or Hippo signaling suppression [10–13]. A recent study, however, suggested that SAPCD2 blocks Wnt/β-catenin signaling by interaction with Axin1 and in some contexts might function as a tumor suppressor [14].

In our study, functional analyses in cultured NB cells and xenograft mice models demonstrated that SAPCD2 played critical roles in sustaining NB cells growth and survival. Transcriptome analysis revealed that SAPCD2-knockdown limited E2F signaling activation in NB cells affected the expression of genes involved in the cell cycle and chromosome instability. Mechanistical studies showed that through direct binding to cytoplasmic E2F7, one of the transcriptional repressors in the E2F family, SAPCD2 altered the subcellular distribution of E2F7 and decreased the level of nuclear E2F7 in NB cells, thus restraining the inhibitory effect of nuclear E2F7 on E2F signaling pathway. Furthermore, we suggested that Selinexor (KTP-330), a clinically available inhibitor of exportin 1 (XPO1) protein, could suppress the growth of NB by inducing nuclear accumulation of E2F7, and combine with GSK-J4 to enhance NB regression. Overall, our study provided evidences of a previously unrecognized role of SAPCD2 in the E2F signaling pathway and revealed a novel target and potential therapeutic strategy for clinical NB treatment.

## Results

### SAPCD2 is associated with the NB progression

GSK-J4 is a small-molecule inhibitor of lysine 27 of histone 3 (H3K27) demethylases and has been shown to have anti-NB efficacy in a range of NB cell lines. To examine the genes essential for NB progression, we analyzed the publicly available RNA-seq datasets of NB cell lines (IMR5, LAN5, and SK-N-FI) treated with GSK-J4 (GSE110709) derived from Gene Expression Omnibus (GEO) and our previous microarray study of GSK-J4-treated NB cell line SH-SY5Y (Fig. 1A). Compared to the control group, we identified 19 downregulated genes shared by distinct NB cell lines treated with GSK-J4. Among these genes, western blot analysis revealed that SAPCD2 levels were reduced in GSK-J4-treated SH-SY5Y and SK-N-BE(2) (Fig. 1B), and 88 (GSE16476) and 498 (GSE62564) NB cases revealed that a high level of SAPCD2 was a strong predictor of a poor outcome (Fig. 1C). In addition, compared to the control group, SAPCD2 was overexpressed in NB tissues with death, progression, or high risk (Fig. 1D). Sequencing data derived from the cBioPortal database showed that alterations in the SAPCD2 gene were infrequent events in NB while the well-established key proto‐oncogene MYCN [4, 15] displayed a high frequency of amplification. The copy number of the SAPCD2 gene was not significantly associated with the death of NB cases derived from the Oncogenomics database (Fig. 1E). Immunohistochemistry staining observed that SAPCD2 protein was strongly expressed in NB tissues but relatively weakly in normal peripheral nerve tissue (Fig. 1F, G). SAPCD2 was also found to be significantly highly expressed in NB in comparison to ganglioneuroma (GN), the benign representative of peripheral neuroblastic tumors, by analyzing a recent study [16] which performed RNA-Seq on GN and NB samples (Supplementary Fig. S1).

**Fig. 1:**
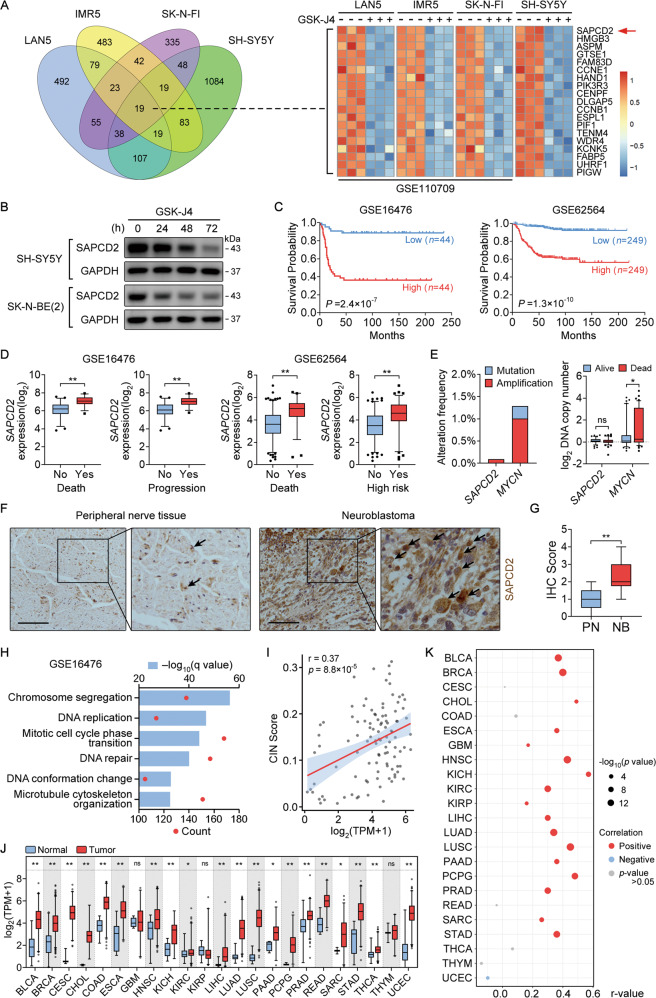
Identification of SAPCD2 as a prognostic factor associated with NB progression. **A** Venn diagram and heatmap revealing the identification of downregulated genes in GSK-J4-treated NB cell lines using the public dataset (GSE110709) and our previous microarray study (GSE180601). **B** Western blot indicating the expression of SAPCD2 in SH-SY5Y treated with 0.5 μM GSK-J4 and SK-N-BE(2) treated with 1 μM GSK-J4 for time points as indicated. **C**. Kaplan–Meier curves indicate the survival of NB patients with high or low SAPCD2 expression. **D** Public datasets reveal the differential expression of SAPCD2 transcript in NB tissues with different status of death, progression, or risk of progression. **E** Public database revealing the copy number and genetic variants of *MYCN* and *SAPCD2* gene in NB tissues with different status of death. **F**, **G** Representative immunohistochemical staining and immunohistochemistry scores revealing SAPCD2 expression in NB tissues and normal peripheral nerve tissues (PT). Scale bars, 100 μm. **H** GO analysis of the top 50% of genes (*n* = 2311 genes) that tightly co-expressed with SAPCD2. FDR <0.05. **I** Scatter plot shows a positive significant correlation between SAPCD2 transcript levels and CIN scores in NB tissues. **J** SAPCD2 expression levels relative to the indicated tumor types and normal samples from the TCGA dataset. **K** Bubble plot showing levels of correlation between SAPCD2 transcript levels and CIN scores in indicated tumor types from the TCGA dataset. Log-rank test for analysis in **C**; unpaired two-sided *t*-test in **D**, **E**, **G**, and **J**, data were shown as mean ± SD (error bars); Pearson’s correlation coefficient in **I** and **K**. ns, not significant. Data were representative of three independent experiments in **B**.

To investigate the potential functions of SAPCD2, we then conducted Gene Ontology (GO) enrichment analysis on SAPCD2-correlated genes in 88 specimens (GSE16476), and found that GO terms were significantly enriched in biological processes implicated in chromosome stability, such as chromosome segregation, DNA conformation change and microtubule cytoskeleton organization (Fig. 1H), which play an important role in tumor development and aggressiveness [17]. To further explore the association of SAPCD2 with chromosome stability, we analyzed gene expression and copy number alteration (CNA) data of NB patients from the Therapeutically Applicable Research to Generate Effective Treatments (TARGET) database. The correlation analysis showed a significant positive link between SAPCD2 transcript levels and chromosome instability index (CIN) scores which were defined in a previous study [18] and calculated from CNAs in tumor samples to evaluate the degree of CIN (Fig. 1I). Furthermore, the analysis of diverse datasets from The Cancer Genome Atlas (TCGA) indicated higher levels of SAPCD2 across a number of tumors in comparison to normal samples (Fig. 1J), as well as a positive correlation between SAPCD2 transcript levels and CIN in multiple tumors (Fig. 1K and Supplementary Fig. S2). Collectively, these data revealed that SAPCD2 might have clinical implications in NB and perhaps other tumor types.

### SAPCD2 sustains NB cells growth and survival

We then investigated the functional requirement for SAPCD2 in human NB cell lines. In the SK-N-BE(2) and SH-SY5Y cell lines, SAPCD2-knockdown by two different shRNAs resulted in a significant decrease in SAPCD2 expression (Fig. 2A) and reduced cell proliferation compared to those transfected with scrambled shRNA (Fig. 2B). Colony formation (Fig. 2C) and flow cytometry for apoptosis analysis (Fig. 2D–F) revealed that SAPCD2-knockdown could impair the growth and promote the apoptosis of tumor cells. Consistently, enhanced caspase-3 activation and cleavage of PARP, which are markers of cell apoptosis, were detected in the SAPCD2-knockdown group (Fig. 2G). Cell cycle analysis indicated that SAPCD2-knockdown in SK-N-BE(2) cells led to a substantial increase in cells in the G1 phase, accompanied by a decrease in cells in the S phase (Fig. 2H). In addition, the transwell assay showed that SAPCD2-knockdown inhibited the cell migration efficiency (Fig. 2I). To further investigate the impact of SAPCD2-knockdown in vivo, we established subcutaneous xenografts of SK-N-BE(2) cells, stably expressing an shRNA targeting SAPCD2 or a scramble control in nude mice. SAPCD2-knockdown resulted in a significant reduction in tumor size and weight (Fig. 2J–L). Taken together, our findings suggested that SAPCD2-knockdown impaired NB cell growth and survival in vitro and in vivo.

**Fig. 2:**
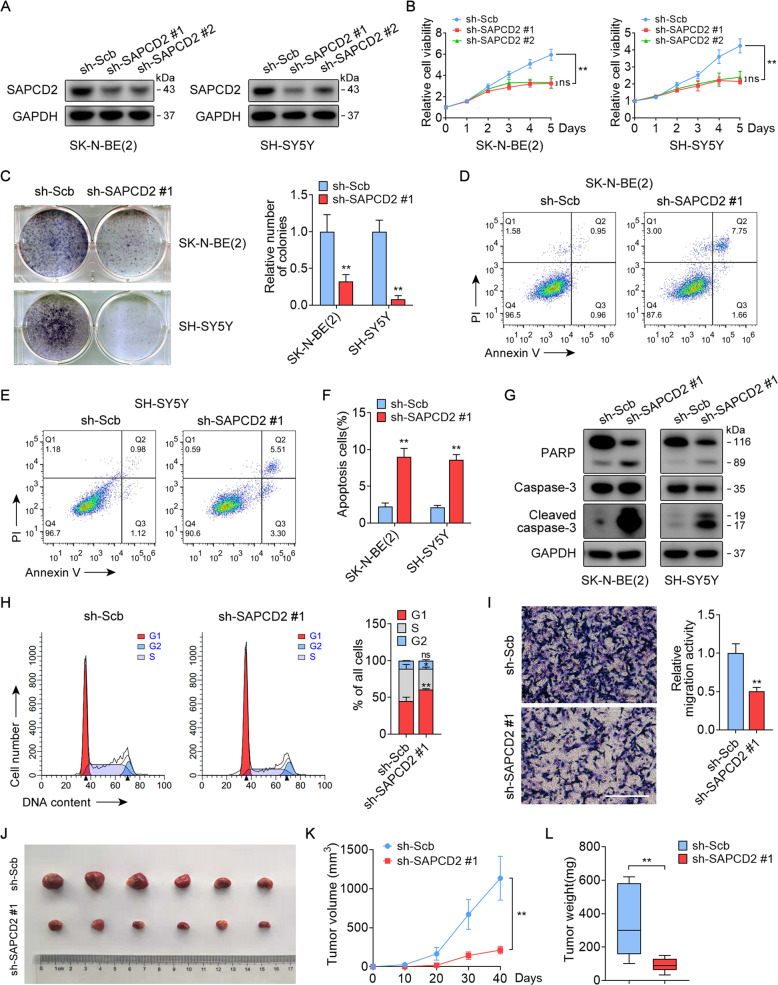
SAPCD2 sustains NB cells growth and survival in vitro and in vivo. **A** Western blot revealing SAPCD2 expression in NB cells stably transfected with scrambled shRNA (sh-Scb) or sh-SAPCD2. **B** CCK-8 assay indicates the change in cell viability of NB cells transfected with sh-Scb or sh-SAPCD2. **C** Representative images and quantification of colony formation assay depicting the growth of NB cells transfected with sh-Scb or sh-SAPCD2. **D**–**F** Flow cytometry showing the apoptosis of NB cells transfected with sh-Scb or sh-SAPCD2. **G** Western blot revealing caspase-3 activation and cleavage of PARP in NB cells transfected with sh-Scb or sh-SAPCD2. **H** Flow cytometry showing cell cycle distribution of SK-N-BE(2) cells transfected with sh-Scb or sh-SAPCD2. **I** Representative images and quantification of transwell assay showing the cell migration of SK-N-BE(2) cells transfected with sh-Scb or sh-SAPCD2. Scale bars, 200 μm. **J**–**L** Representative images, in vivo growth curves and tumor weight at the endpoints of subcutaneous xenografts of SK-N-BE(2) cells transfected with sh-Scb or sh-SAPCD2 into the dorsal flanks of BALB/c nude mice (*n* = 6 per group). One-way ANOVA with Bonferroni’s multiple comparison test for analysis in **B** and **K**; unpaired two-sided *t*-test in **C**, **F**, **H**, **I**, and **L**, data were shown as mean ± SD (error bars). ns, not significant. Data were representative of three independent experiments.

### Transcriptome analyses show dysregulated E2F activity in SAPCD2-knockdown NB cell

To explore SAPCD2-dependent gene regulation, RNA-seq analysis was conducted and revealed that 837 genes were upregulated whereas 782 genes were downregulated in the SAPCD2-knockdown SK-N-BE(2) cells in comparison to the control group (Fig. 3A). 

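RNA-seq was performed on SK-N-BE(2) cells, a human neuroblastoma cell line, carrying scrambled shRNA (sh-Scb) or sh-SAPCD2, with 2 libraries per group. The RNA-seq columns of Fig. 4H are labeled sh-SAPCD2#1, so the knockdown libraries are taken as cells with that shRNA. The authors aligned 150 bp paired-end reads to hg38 with HISAT2, estimated abundances with StringTie and deposited a whole-number count for each Ensembl gene identifier, without normalization for library size. The libraries held 27423014 and 27430468 counts in the control group and 25347900 and 31850997 counts in the sh-SAPCD2 group. An amount of 3 counts, taken as the smallest that the depth can show, equaled 0.0942 to 0.118 CPM (counts scaled to a common library size) across the 4 libraries. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test on the 18779 genes that passed its filter on low counts. The Pearson correlation of log2 CPM across genes was 0.986 between the control libraries, 0.98 between the sh-SAPCD2 libraries and 0.954 to 0.961 between libraries of different groups. SAPCD2 itself (ENSG00000186193) had 2308 and 2263 counts in the control group and 895 and 1648 counts in the sh-SAPCD2 group. Its expression was 82.9 ± 0.924 CPM (SD, n = 2) in the control group and 43.9 ± 12.1 CPM (SD, n = 2) in SAPCD2-knockdown cells. The log2 fold change was −0.91 (standard error 0.193, adjusted p = 0.0206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes). Without correction for GC content and length, the first sh-SAPCD2 library retained 42.7% and the second 63.3% of the mean control level. With each library left out in turn, the log2 fold change ranged from −1.23 to −0.68. The alternative that moved it most was a correction of each library for GC content and length, under which it was −1.29. Without the filter on low counts, with 34935 genes tested, the adjusted p of SAPCD2 was 0.0749. With the replicate number as a replicate block, the log2 fold change was −0.94 (adjusted p = 5.55e-05). The deviations of same-numbered libraries from their group means had a correlation of −0.019 across genes, which gives no sign of pairing. A smaller p with the block is therefore not stronger evidence. For HMGA1, the block raised the standard error from 0.1204 to 0.1649. The adjusted p fell all the same, from 0.0033 to 1.26e-07 (edgeR's quasi-likelihood test). SAPCD2 overlaps 2 other annotated genes, and the paper's text does not name the strandedness of the counting.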

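At an adjusted p of 0.05 and an absolute log2 fold change of 1, the thresholds the paper states, 880 genes were higher and 968 genes were lower in SAPCD2-knockdown SK-N-BE(2) cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block, 1044 genes were higher and 1160 were lower, and these included 861 of the 880 and 967 of the 968. DESeq2 called 832 higher and 773 lower genes, of which 755 and 761 were also called by edgeR. The counts changed by the largest ratio when each gene was tested against a log2 fold change of 1, which left 72 higher and 81 lower genes. They changed by the largest number of genes at the adjusted p alone, with 2326 higher and 2339 lower. The smallest absolute log2 fold change with an adjusted p below 0.05 was 0.318. Of the called genes, 61.3% overlap another annotated gene of the table, against 64.9% of all tested genes. Among protein-coding genes with an annotated 3′ untranslated region (UTR), 325 of 648 lower genes (50.2%) carried in it a shifted seed site of sh-SAPCD2 #1, singled out after the values were seen. These sites are TCCACCT and AGAGGTC, complementary over 7 bases to its guide and passenger arms, and CCACCTA and GAGGTCA, which hold 6 of these bases followed by A. The share was 24.4% of 726 higher genes and 33.6% of 12210 genes that were not called.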

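Enrichment was examined with gene lists compiled from general knowledge of each process, since the KEGG collection was not used here. For each list, the median log2 fold change of its tested genes is given, and limma's camera test (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 15 lists) compared the list with all other tested genes. The DNA replication list had a median log2 fold change of −0.90 over 35 tested genes (adjusted p = 1.54e-18), and of −0.90 (adjusted p = 1.77e-17) with the replicate block. Of the 35 genes, 27 were lower at an adjusted p of 0.05 over all tested genes, and 27 when the adjustment covered the list alone. PRIM1, PCNA, POLA2, MCM3 and LIG1 had the smallest p of this list, with log2 fold changes from −1.04 to −1.83. PCNA had 271 ± 0.298 CPM (SD, n = 2) in the control group and 122.6 ± 1.14 CPM (SD, n = 2) in SAPCD2-knockdown cells, a log2 fold change of −1.14 (standard error 0.0934, adjusted p = 0.00243 from edgeR's quasi-likelihood test). The cell cycle list had a median of −0.39 over 109 tested genes (adjusted p = 7.07e-11), and of −0.40 (adjusted p = 5.52e-10) with the replicate block. It held 49 lower and 8 higher genes at an adjusted p of 0.05 over all tested genes, and 60 lower and 11 higher genes with the adjustment over the list alone. CDK2, which overlaps another annotated gene and carries a shifted seed site of sh-SAPCD2 #1 in its 3′ UTR, fell from 71.4 ± 0.853 to 25.8 ± 0.0309 CPM (SD, n = 2 in each group). TGFB3 rose from 3.59 ± 0.965 to 25.2 ± 0.337 CPM (SD, n = 2 in each group). The p53 signaling list did not shift in either direction, with a median of −0.04 over 59 tested genes (adjusted p = 0.407) and of −0.04 (adjusted p = 0.544) with the replicate block. It held 16 lower and 13 higher genes over all tested genes, and 17 lower and 17 higher genes with the adjustment over the list alone. With counts corrected for GC content and length, its median was 0.12 (adjusted p = 0.455). This compiled list is not the Hallmark p53 pathway set, which Supplementary Table S1 gives with a positive normalized enrichment score. EI24, CDK2, RRM2, CDK1 and SESN2 had the smallest p of the p53 signaling list. Their log2 fold changes were −1.97, −1.47, −1.06, −1.06 and 2.05, in this order. EI24 and RRM2 overlap other annotated genes and carry a shifted seed site of sh-SAPCD2 #1 in their 3′ UTRs. A count of DEGs in either direction, a test chosen after the values were seen, gave 13 of the 59 genes of the p53 signaling list (22%) against 9.80% of the other tested genes (odds ratio 2.60, 95% confidence interval 1.29 to 4.91, adjusted p = 0.0064 from two-sided Fisher exact tests of 6 lists). The odds ratio of this list was 2.35 (adjusted p = 0.00788) for the calls with the replicate block. CDK2 is also in the cell cycle list and CDK1 in the G2/M list, so the result is not independent of those lists. In the same count, the DNA replication list held 13 DEGs (37.1%, odds ratio 5.44, adjusted p = 2.16e-05) and the cell cycle list 25 DEGs (22.9%, odds ratio 2.75, adjusted p = 6.84e-05).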

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that differentially expressed genes (DEGs) were enriched in the cell cycle, DNA replication, p53 signaling pathways, and several other tumor-associated pathways (Fig. 3B). 

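GO categories were not used here, and compiled lists of the same structures stood in for them. The centromere and kinetochore list had a median log2 fold change of −0.88 over 53 tested genes (camera, adjusted p = 5.0e-23), and of −0.89 (adjusted p = 5.01e-24) with the replicate block. Of these genes, 45 were lower at an adjusted p of 0.05 over all tested genes, and 48 were lower and 1 was higher with the adjustment over the list alone. ZWINT, which overlaps no other annotated gene, had 91.1 ± 3.25 CPM (SD, n = 2) in the control group and 43.2 ± 1.32 CPM (SD, n = 2) in SAPCD2-knockdown cells, a log2 fold change of −1.08 (standard error 0.109, adjusted p = 0.00322 from edgeR's quasi-likelihood test), and of −0.96 (adjusted p = 1.16e-04) with the GC content and length correction, where it was not called a DEG. The list of the DNA replication preinitiation complex had a median of −1.04 over 24 tested genes (camera, adjusted p = 9.8e-22), and of −1.04 (adjusted p = 3.82e-20) with the replicate block. All 24 genes had a log2 fold change below 0, and 22 were lower at an adjusted p of 0.05 under both adjustments. ORC6, which like GINS4 carries a shifted seed site of sh-SAPCD2 #1 in its 3′ UTR, fell from 105.6 ± 1.70 to 44.2 ± 2.27 CPM (SD, n = 2 in each group). GINS4, which overlaps other annotated genes, had a log2 fold change of −1.92 (standard error 0.144, adjusted p = 0.00203). The spindle list had a median of −0.80 over 43 tested genes (camera, adjusted p = 2.12e-17), and of −0.80 (adjusted p = 4.68e-19) with the replicate block. It held 32 lower genes and 1 higher gene over all tested genes, and 33 lower genes and 1 higher gene with the adjustment over the list alone. The higher gene was KIF3B, with a log2 fold change of 1.38 (standard error 0.11, adjusted p = 0.00224). HMMR and HAUS4 fell by 1.76 and 1.55 on the log2 scale. DEGs made up 62.5% of the preinitiation complex list, 41.5% of the centromere and kinetochore list and 39.5% of the spindle list, with odds ratios of 15.4, 6.57 and 6.04 against the other tested genes (two-sided Fisher exact tests, adjusted p = 2.47e-09, 4.24e-09 and 4.90e-07). With the calls of the replicate block, these odds ratios were 12.6, 5.38 and 4.95.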

Gene Ontology (GO) analysis indicated that the cell components most enriched in the DEGs were related to chromosome, DNA replication preinitiation complex, and spindle. These genes were classified into GO terms involved in biological processes such as DNA replication, nuclear division, and regulation of the mitotic cell cycle (Fig. 3C). In addition, Gene Set Enrichment Analysis (GSEA) revealed that the downregulated genes in SAPCD2-knockdown cells were significantly enriched in SAPCD2-positively correlated genes in 88 (GSE16476) and 498 specimens (GSE62564), and vice versa (Supplementary Fig. S3).

**Fig. 3:**
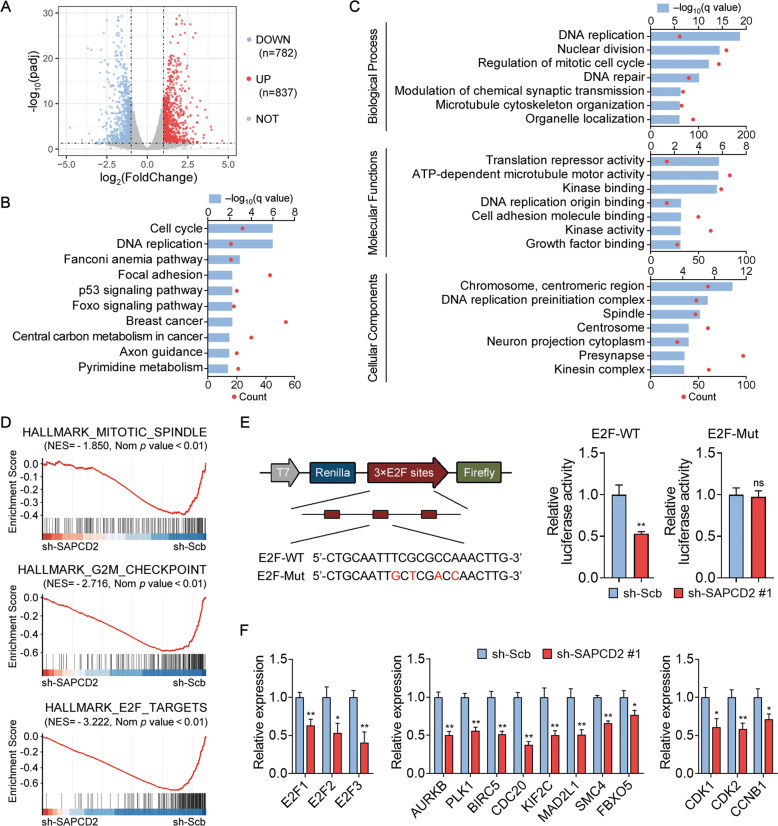
Transcriptome analysis of SAPCD2-dependent regulation. **A** Volcano plot of all expressed genes is shown to identify DEGs obtained from RNA-seq data in SAPCD2-knockdown SK-N-BE(2) cells with abs(log_2_(fold change)) >1 and adjusted *p* value <0.05. **B**, **C** KEGG pathway analysis (**B**) and GO analysis (**C**) for DEGs. **D** Enrichment plots generated from GSEA hallmark gene set using DEGs upon SAPCD2-knockdown. NES normalized enrichment score. NOM *p* value, adjusted *p* value. **E** Activity of the dual-luciferase reporter vector containing WT or mutant E2F-binding motifs that were transfected into SK-N-BE(2) cells transfected with sh-Scb or sh-SAPCD2. **F** qPCR analysis of mRNA levels for the indicated E2F transcription activators, E2F target genes, and cell cycle-related genes in SK-N-BE(2) cells transfected with sh-Scb or sh-SAPCD2. Unpaired two-sided *t*-test for analysis in **E**–**F**, data were shown as mean ± SD (error bars). ns, not significant. Data were representative of three independent experiments.

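The Hallmark collection was not used here, and the S-phase and G2/M gene lists distributed with Seurat stood in for its E2F target and G2M checkpoint sets. The S-phase list had a median log2 fold change of −1.04 over 43 tested genes (camera, adjusted p = 2.52e-31), and of −1.04 (adjusted p = 2.28e-29) with the replicate block. Of its genes, 37 were lower at an adjusted p of 0.05 over all tested genes, and 40 were lower and 1 was higher with the adjustment over the list alone. It moved most without the first sh-SAPCD2 library, to −1.17, and among the alternatives with a test under the correction for GC content and length, to −0.92. E2F8, which overlaps an antisense gene, fell from 20.6 ± 0.391 to 3.76 ± 0.496 CPM (SD, n = 2 in each group), a log2 fold change of −2.45 (standard error 0.176, adjusted p = 0.00201 from edgeR's quasi-likelihood test). The G2/M list had a median of −0.77 over 54 tested genes (camera, adjusted p = 8.41e-22), and of −0.77 (adjusted p = 2.07e-24) with the replicate block. It held 42 lower genes and 1 higher gene over all tested genes, and 48 lower genes and 1 higher gene with the adjustment over the list alone. The higher gene was JPT1, with a log2 fold change of 1.43 (standard error 0.121, adjusted p = 0.00263), while TOP2A had −1.40 (standard error 0.136, adjusted p = 0.00321). The median of the S-phase list was lower than that of the G2/M list by a difference of −0.27 (two-sided permutation test of list labels over genes with 100000 resamples, p = 0.00643, and p = 0.00825 for the difference of −0.27 with the replicate block). Genes are not independent replicates in this test. The score of the S-phase list, the median of log2 CPM minus each gene's mean over the 4 libraries, was 0.508 and 0.532 in the control group and −0.428 and −0.589 in the sh-SAPCD2 group. For the G2/M list, the scores were 0.366 and 0.4 in the control group and −0.319 and −0.444 in the sh-SAPCD2 group.

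**Figure D1:**
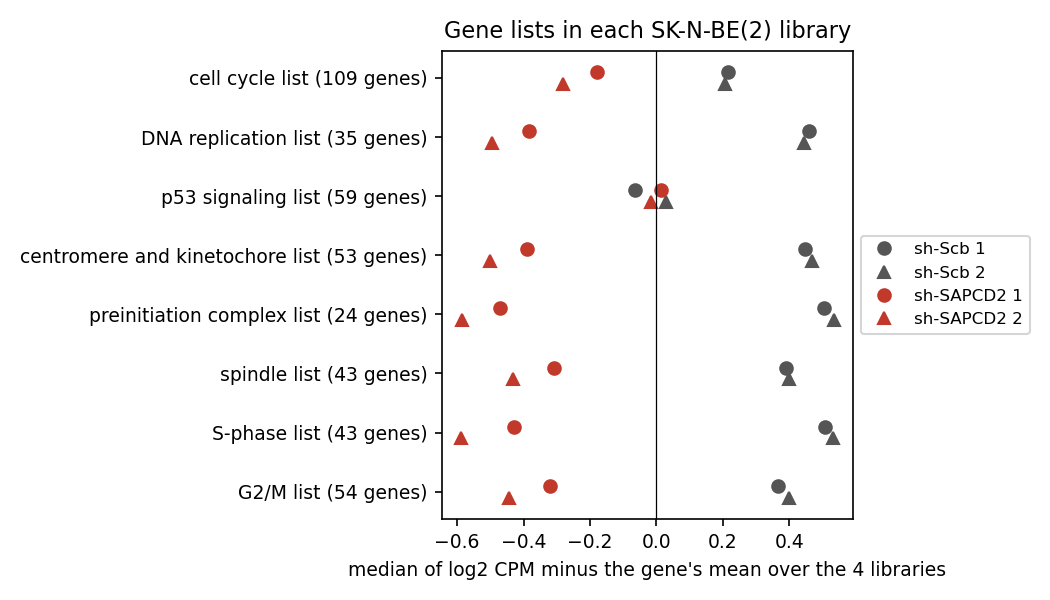
Score of 8 gene lists in each library, with the median of log2 CPM minus the gene's mean over the 4 libraries on the horizontal axis; grey marks are sh-Scb libraries, red marks are sh-SAPCD2 libraries, circles are replicate 1 and triangles are replicate 2. For every list but the p53 signaling list, both sh-SAPCD2 libraries lie below both sh-Scb libraries.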

GSEA with Hallmark signatures for SAPCD2-knockdown and control group showed significant enrichment for mitotic spindle, G2M checkpoint, and E2F target genes (Fig. 3D and Supplementary Table S1). Given the well-recognized roles of the family of E2F transcription factors in the regulation of cell cycle progression and in chromosome stability, we further assessed the effect of SAPCD2-knockdown on the levels of E2F-mediated transcriptional activity (Fig. 3E). E2F-WT luciferase reporter which has E2F-binding consensus motifs upstream a luciferase reporter gene was widely used to evaluate E2F-mediated transcriptional activation, while E2F-Mut luciferase reporter which contains mutant motifs was used as a negative control [19]. Luciferase reporter assay revealed that knockdown of SAPCD2 led to a decreased luciferase activity in SK-N-BE(2) cells carrying wild-type E2F motifs, but not in cells carrying mutant E2F motifs. Consistently, the qPCR analysis showed that the expression levels of E2F transcription activators E2F1, E2F2, and E2F3 were reduced, and levels of some of the well-established E2F targets were decreased. Furthermore, downregulation of cell cycle-related genes CDK1, CDK2, and CCNB1 was identified in SAPCD2-knockdown cells by qPCR analysis (Fig. 3F).

### SAPCD2 alters the subcellular distribution of E2F7 in NB cells by directly binding to cytoplasmic E2F7

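Supplementary Table S2 holds the motif enrichment results in separate sheets for downregulated DEGs, upregulated DEGs and E2F target genes, and each line names the genes that carry a motif. The genes named in these lines were compared with the calls made here. The sheet for downregulated DEGs names 482 different genes in its readable cells, of which 478 were tested. Of these, 469 (98.1%) were called lower by edgeR and 472 (98.7%) by DESeq2. The sheet for upregulated DEGs names 475 different genes in its readable cells, of which 469 were tested. Of these, 431 (91.9%) were called higher by edgeR and 457 (97.4%) by DESeq2. The median log2 fold change was −1.29 for the first group and 1.30 for the second. Both groups were chosen by the authors on these libraries, so the overlap shows no stability.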

As a further step towards the understanding of the oncogenic mechanisms of SAPCD2, we performed motif enrichment analysis by cisTarget database to identify upstream transcription factors that might target the DEGs in the SAPCD2-knockdown SK-N-BE(2) cells (Supplementary Table S2). 

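The cisTarget database was not used here, and promoters were searched for the E2F consensus TTTSSCGC (S standing for C or G) on either strand. Each window ran from 500 bp upstream to 100 bp downstream of the annotated start of the canonical transcript in hg38. Among protein-coding genes, 77 of 648 lower DEGs (11.9%) had such a site, against 8.23% of the 12969 other tested genes. The odds ratio was 1.5 (95% confidence interval 1.16 to 1.93, p = 0.00175 from a two-sided Fisher exact test). Among higher DEGs, 32 of 726 (4.41%) had a site, against 8.63% of the 12891 other genes, an odds ratio of 0.488 (95% confidence interval 0.33 to 0.7, Fisher exact p = 2.45e-05). Against other genes matched on the GC content of the window, the odds ratios were 1.44 (Fisher exact p = 0.00605) for lower and 0.473 (Fisher exact p = 1.16e-05) for higher DEGs. The odds ratio of lower DEGs moved most with the motif TTTCCCGC, to 1.78 (Fisher exact p = 0.000627). The 1144 protein-coding genes with a site had a median log2 fold change of −0.11, and the 12473 without had 0.05. A consensus match in the sequence does not tell E2F4 from other members of the family.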

Interestingly, E2F4 and several other members of the E2F transcription factors family were significantly enriched and predicted to be potential upstream transcription factors of the downregulated genes (Fig. 4A). 

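The E2F sheet of Supplementary Table S2 names 130 genes in its readable cells, and all 130 were tested. Each of them had a log2 fold change below 0, and 129 were lower at an adjusted p of 0.05 over all tested genes (edgeR's quasi-likelihood test), or 130 with the adjustment over the list alone. The median log2 fold change was −0.89, with quartiles of −1.18 and −0.67 (camera, adjusted p = 3.58e-56). The replicate block gave a median of −0.89 (adjusted p = 6.43e-54). The authors took these genes from an enrichment on the same libraries, so this fall shows no stability. Of the 130 genes, 50 also passed the log2 fold change threshold. DUT, which overlaps an antisense gene, fell from 222.2 ± 3.08 to 65.5 ± 9.63 CPM (SD, n = 2 in each group), a log2 fold change of −1.76 (standard error 0.131, adjusted p = 0.00203). In their 3′ UTRs, 31 of the 130 genes (23.8%) carried a shifted seed site of sh-SAPCD2 #1. Without these 31, a comparison chosen after the values were seen, the median was −0.83. From the motif enrichment among the downregulated genes, the paper proposes members of the E2F family as potential upstream transcription factors of these genes.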

The same approach was afterward taken in analyzing the genes enriched in GSEA set HALLMARK_E2F_TARGETS, and E2F7 was the top predicted upstream transcription factors (Supplementary Tables S2). To investigate whether SAPCD2 could interact with the E2F transcription factor to regulate gene expression, co-immunoprecipitation experiments were carried out to examine the interaction between SAPCD2 and E2F4, E2F7 or the key E2F transcription activator E2F1 (Fig. 4B). The results showed that E2F7, but not E2F4 or E2F1, was able to bind to SAPCD2 protein in the lysates of SK-N-BE(2) cells. Immunofluorescence staining (IF) followed by confocal microscopic analysis revealed that SAPCD2 appeared to be mainly colocalized with E2F7 in the cytoplasm of SK-N-BE(2) cells (Fig. 4C).

**Fig. 4:**
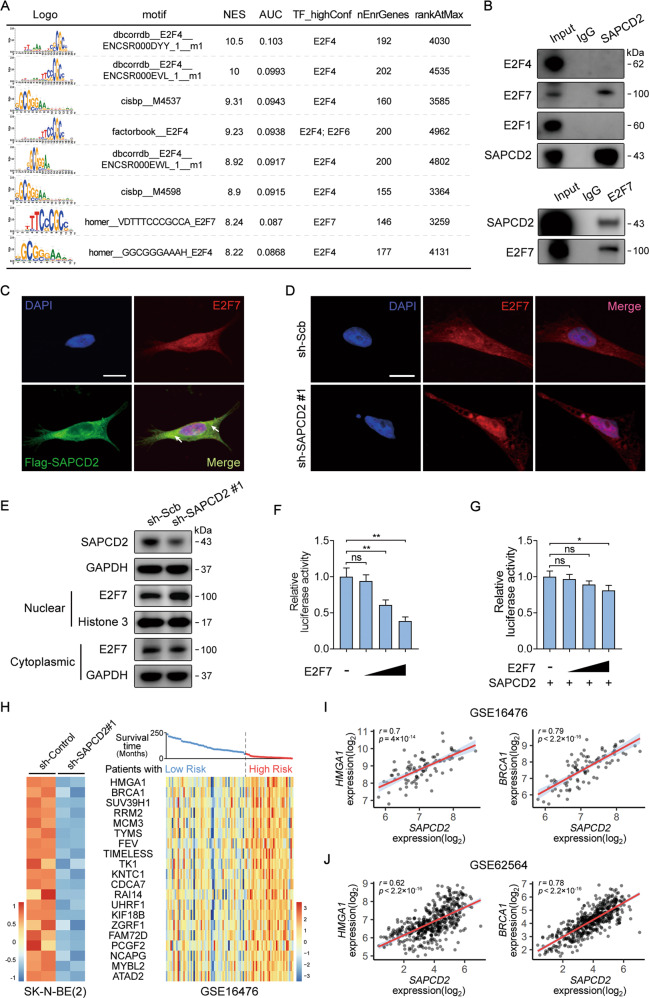
SAPCD2 alters the subcellular distribution of E2F7 in NB cells. **A** Motif enrichment analysis by cisTarget database revealing the potential upstream transcription factors of the downregulated genes in the SAPCD2-knockdown SK-N-BE(2) cells. NES, normalized enrichment score of the motif in the gene set. AUC, area under the curve. TF_highConf, transcription factors annotated to the motif according to the “motifAnnot_highConfCat” dataset. nEnrGenes, Number of genes highly ranked. rankAtMax, Ranking at the maximum enrichment. **B** Immunoprecipitation of endogenous SAPCD2 or E2F7 in SK-N-BE(2) cells analysed by western blot showing an interaction between SAPCD2 and E2F7. Rabbit IgG was used as a negative control. **C** Immunofluorescence confocal images showing the interaction between SAPCD2 and E2F7 in SK-N-BE(2) cells stably transfected with FLAG-tagged SAPCD2. Arrow, SAPCD2 appears to be mainly colocalized with E2F7 in the cytoplasm. Scale bars, 10 μm. **D**, **E** Immunofluorescence confocal images and western blot showing the subcellular distribution of E2F7 in SK-N-BE(2) cells transfected with sh-Scb or sh-SAPCD2 for 72 h. Scale bars, 10 μm. **F**, **G** Activity of E2F luciferase reporter that were co-transfected into 293T cells with increasing amounts of E2F7 expression plasmid (100–500 ng) in the presence or absence of constant amounts (500 ng) of E2F7 expression plasmid. **H** Heatmap revealing the expression of predicted E2F7-targeted genes obtained from RNA-seq data in SAPCD2-knockdown SK-N-BE(2) cells and public dataset of NB patients with different survival time (GSE16476). **I**, **J** Scatter plot showing a positive significant correlation in transcript level between SAPCD2 and HMGA1 or BRCA1 in NB tissues. Unpaired two-sided *t*-test for analysis in **F**, **G**, data were shown as mean ± SD (error bars). ns, not significant. Pearson’s correlation coefficient in **I**, **J**. Data were representative of three independent experiments.

Previous studies indicated that E2F7 is frequently mislocalized to the cytoplasm, representing actionable pathology in head and neck squamous cell carcinomas (HNSCCs) [20]. Interestingly, prominent cytoplasmic staining of E2F7 was also observed in SK-N-BE(2) cells (Fig. 4C). We thus further investigated whether SAPCD2 affected the subcellular distribution of E2F7. IF analysis revealed that SAPCD2-knockdown led to markedly enhanced nuclear staining and relatively weak cytoplasmic staining of E2F7 (Fig. 4D). Western blot analysis showed that levels of nuclear E2F7 protein were elevated in SAPCD2-knockdown SK-N-BE(2) cells in comparison to the control group (Fig. 4E). Rescue experiments showed that overexpression of SAPCD2 interrupted the translocation of E2F7 into the nucleus (Supplementary Fig. S4). In addition, 293T cells were transfected with increasing amounts of E2F7 or SAPCD2 together with a luciferase reporter plasmid carrying wild-type E2F motifs. Transfection of the E2F7 expression plasmid, consistent with previous studies, led to a significantly decreased E2F transcriptional activity (Fig. 4F). In line with the role of SAPCD2 in contributing to E2F7 mislocalization to the cytoplasm, the suppressive effect of E2F7 on E2F transcriptional activity was counteracted by SAPCD2 overexpression (Fig. 4G).

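The 20 genes shown in Fig. 4H were all lower in SAPCD2-knockdown SK-N-BE(2) cells, with log2 fold changes from −1.92 to −1.04. Of these, 19 were lower at an adjusted p of 0.05 over all tested genes (edgeR's quasi-likelihood test), and 20 with the adjustment over the list alone. The median log2 fold change was −1.19 (camera, adjusted p = 8.18e-27), and −1.19 (adjusted p = 1.37e-26) with the replicate block. The authors chose these genes on the same libraries, so the test shows no stability. HMGA1, on chromosome 6 from 34236873 to 34246231, had 382.9 ± 4.94 CPM (SD, n = 2) in the control group and 168.7 ± 22.2 CPM (SD, n = 2) in SAPCD2-knockdown cells. Its log2 fold change was −1.18 (standard error 0.12, adjusted p = 0.0033). BRCA1, on chromosome 17 from 43044295 to 43170245, fell from 83 ± 5.75 to 22 ± 2.22 CPM (SD, n = 2 in each group), a log2 fold change of −1.92 (standard error 0.134, adjusted p = 0.00201). BRCA1 overlaps other annotated genes, among them NBR2. ATAD2 had a log2 fold change of −1.85 (standard error 0.127, adjusted p = 0.00201). PCGF2 had 26.4 ± 10.5 CPM (SD, n = 2) in the control group and 12.8 ± 5.12 CPM (SD, n = 2) in SAPCD2-knockdown cells, a log2 fold change of −1.05 (standard error 0.362, adjusted p = 0.083). In the fit with the replicate block, PCGF2 had a log2 fold change of −1.05 (adjusted p = 6.70e-05), though same-numbered libraries showed no pairing across genes. With each library left out in turn, the median of the 20 genes ranged from −1.23 to −1.18. In their 3′ UTRs, 9 of the 20 genes carried a shifted seed site of sh-SAPCD2 #1, among them HMGA1 of its guide arm, BRCA1 of its passenger arm and PCGF2 of both, and the other 11 had a median of −1.19.

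**Figure D2:**
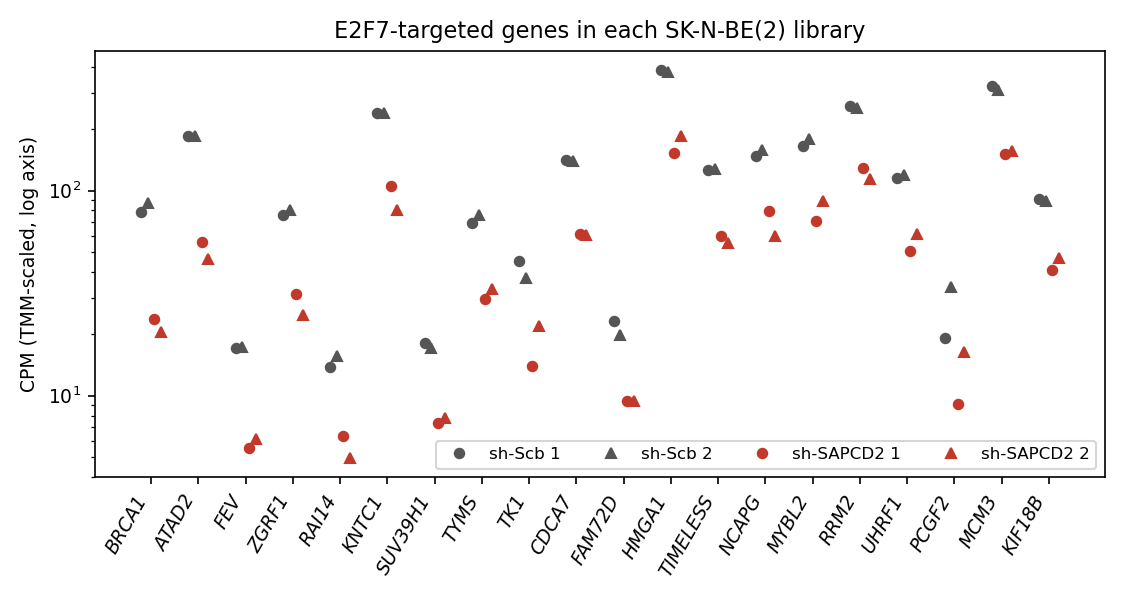
Expression of the 20 genes in each library, with CPM after TMM scaling on a logarithmic vertical axis; grey marks are sh-Scb libraries, red marks are sh-SAPCD2 libraries, circles are replicate 1 and triangles are replicate 2. Every gene is lower in both sh-SAPCD2 libraries than in both sh-Scb libraries.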

Transcriptome analysis identified that a number of E2F7-targeted genes were downregulated in SAPCD2-knockdown SK-N-BE(2) cells. A public dataset of 88 NB cases (GSE16476) revealed that these E2F7-targeted genes were overexpressed in patients with high risk in comparison to the low-risk group (Fig. 4H). Among these E2F7-targeted genes, HMGA1 and BRCA1 were representatives playing critical roles in NB [21, 22], whose expression were positively correlated with that of SAPCD2 in NB patients (Fig. 4I, J). The decrease in nuclear E2F7 derepresses E2F signaling transactivation that has important implications in CIN and tumorigenesis. 

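FBXO5, CDC20 and MAD2L1 encode regulators of the anaphase-promoting complex. MAD2L1 (chromosome 4) had 144.6 ± 3.57 CPM (SD, n = 2) in the control group and 47.4 ± 0.92 CPM (SD, n = 2) in SAPCD2-knockdown SK-N-BE(2) cells, a log2 fold change of −1.61 (standard error 0.102, adjusted p = 0.00201 from edgeR's quasi-likelihood test). FBXO5 (chromosome 6), which overlaps another annotated gene, fell from 70.2 ± 2.32 to 36.5 ± 6.17 CPM (SD, n = 2 in each group), a log2 fold change of −0.94 (standard error 0.148, adjusted p = 0.00896). CDC20 (chromosome 1) fell from 66.7 ± 0.558 to 39 ± 7.46 CPM (SD, n = 2 in each group), a log2 fold change of −0.77 (standard error 0.156, adjusted p = 0.0182). Without the filter on low counts, the adjusted p of CDC20 was 0.0619. With the replicate block, the log2 fold changes were −1.61 for MAD2L1 (adjusted p = 1.86e-10), −0.95 for FBXO5 (adjusted p = 4.56e-05) and −0.78 for CDC20 (adjusted p = 0.000693). Only MAD2L1 of these 3 genes also passed the log2 fold change threshold of 1. In each gene, both sh-SAPCD2 libraries were below both sh-Scb libraries.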

Several E2F-targeted genes associated with CIN [23–25] were downregulated in SAPCD2-knockdown SK-N-BE(2) cells and predicted poor prognosis in NB patients (Supplementary Fig. S5A, B). In addition, the analysis of diverse public datasets indicated a significant positive correlation between SAPCD2 transcript levels and these E2F-targeted genes across multiple tumors (Supplementary Fig. S5C, D).

Together, these data suggested that SAPCD2 contributed to E2F7 mislocalization to the cytoplasm accompanied by a defect in nuclear E2F7-mediated transcriptional repression, and then led to excessive E2F activity.

### Selinexor suppresses the growth of NB and combines with GSK-J4 to enhance NB regression

Selinexor have been previously reported to affect the subcellular distribution of E2F7 and reverse anthracycline resistance in HNSCC [20]. In our previous microarray study (GSE180601), NB cell line SH-SY5Y was treated by Selinexor followed by microarray analysis (Fig. 5A). Interestingly, similar to the KEGG pathways enriched in DEGs of SAPCD2-knockdown, KEGG analysis on DEGs of Selinexor-treated SH-SY5Y cells identified signatures for cell cycle and DNA replication (Fig. 5B). Moreover, Selinexor induced nuclear accumulation of E2F7 and suppressed the growth of SK-N-BE(2) cells (Fig. 5C, D).

**Fig. 5:**
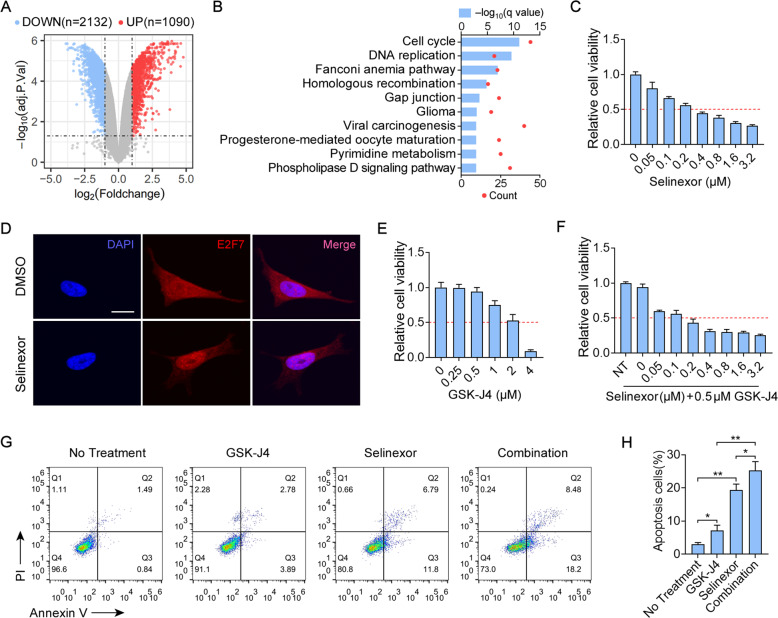
Selinexor suppresses the growth of NB and combines with GSK-J4 to enhance NB regression. **A** Volcano plot of all expressed genes is shown to identify DEGs obtained from microarray study (GSE180601) in Selinexor-treated SK-N-BE(2) cells with abs(log_2_(fold change)) >1 and adjusted *p* value <0.05. **B** KEGG pathway analysis for DEGs. **C** CCK-8 assays for SK-N-BE(2) cells treated with the indicated concentrations of Selinexor for 72 h. **D** Immunofluorescence confocal images showing the subcellular distribution of E2F7 in SK-N-BE(2) cells treated with 0.4 μM Selinexor for 24 h. **E** CCK-8 assays for SK-N-BE(2) cells treated with the indicated concentrations of GSK-J4 for 72 h. **F** CCK-8 assays for SK-N-BE(2) cells treated with 0 or 0.5 μM GSK-J4 and the indicated concentrations of Selinexor for 72 h. **G**, **H** Flow cytometry showing the apoptosis of SK-N-BE(2) cells treated with 0.5 μM GSK-J4, 0.2 μM Selinexor, or the combination for 48 h. Unpaired two-sided *t*-test for analysis in **H**, data were shown as mean ± SD (error bars). Data were representative of three independent experiments.

Given that SK-N-BE(2) cells have been previously reported to be GSK-J4-resistant cell line [5] and not sensitive to low dose (under 1 μM) of GSK-J4 (Fig. 5E), we asked whether the nuclear accumulation of E2F7 inducted by Selinexor might sensitize SK-N-BE(2) cells to a low dose of GSK-J4. The results showed that the GSK-J4/Selinexor combination significantly suppressed the growth of SK-N-BE(2) cells (Fig. 5F). In addition, an increase in the induction of apoptosis was observed in the combination compared to GSK-J4 or Selinexor single-agent therapy (Fig. 5G).

## Discussion

E2F family members are classified as activators (E2F1, E2F2, and E2F3A), canonical repressors (E2F3B, E2F4, E2F5, and E2F6), and atypical repressors (E2F7 and E2F8) depending on their transcriptional activity and structural features [26]. E2F family members are crucial mediators of cell division and cell fate decisions. E2F switching threshold model was developed in a recent study, which suggested that E2F activity is gradually enhanced during G1 until it reaches a critical level and then allows cell cycle progression to the S phase [27]. This indicates that oncogenic activation of E2F signaling may push the cells from quiescence to unexpected proliferation. In addition, many E2F targets have well-established roles in DNA replication origin licensing and mitosis [28]. Aberrant expression of these E2F targets is tightly associated with chromosome instability (CIN), which is inherent to most human cancers, and may lead to tumors with poor prognosis and drug resistance by expediting the accumulation of advantageous genotypes [29].

Here we presented evidence that SAPCD2 (suppressor anaphase-promoting complex domain containing 2), which we showed as being suppressed in GSK-J4-treated neuroblastoma (NB) cells, was overexpressed in human neuroblastoma (NB) samples and was associated with NB progression and poor outcome of patients. We also discovered the significant correlation of SAPCD2 transcript levels with the degrees of CIN in NB as well as some other tumor types. In addition, our findings indicated that SAPCD2 exerted oncogenic functions and promoted NB progression both in vitro and in vivo. Transcriptome analysis revealed that SAPCD2-knockdown led to alterations in genes involved in cell cycle, DNA replication, nuclear division, and spindle formation, which are all key cellular processes modulated by E2F signaling and often deregulated in cancer. In particular, multiple cell cycle-related genes as well as E2F target genes with well-established roles in CIN, including FBXO5, CDC20, and MAD2L1 [23–25], were identified as being regulated by SAPCD2. Our data also indicated that SAPCD2-knockdown led to a decreased E2F activity in NB cells.

Experimental studies show that E2F7 competes with E2F1 in binding to E2F-responsive promoters, and represses the transcriptional activity of target genes [30]. In addition, E2F7 transcription is regulated by E2F1, and E2F1 could be modulated by itself and E2F7. In this way, E2F1 and E2F7 exhibit a dynamic balance [20]. Recent studies reveal that the nuclear import factor KPNA2 and nuclear export factor XPO1 could drive the nucleocytoplasmic shuttling of both E2F1 and E2F7 [20, 31]. Compared to normal tissue controls, however, the relocation of E2F7, but not E2F1, from the nucleus to the cytoplasm is induced by the overexpressed XPO1, and is commonly observed in colorectal cancer, prostate cancer, breast cancer, and HNSCC. The causes of the differences in subcellular distribution of these two XPO1 cargo proteins remain elusive [20]. In our study, the interaction of SAPCD2 and E2F7 was predicted by bioinformatics approach and validated by co-immunoprecipitation assay and immunofluorescence staining, whereas SAPCD2 exhibited no significant interaction with E2F1. An earlier study indicated that SAPCD2 could outcompete PP2A for binding to Axin1, finally blocking Wnt/β-catenin signaling [14]. We supposed that through direct binding to cytoplasmic E2F7, SAPCD2 might inhibit the nuclear import of E2F7 mediated by KPNA2 or other factors, resulting in the imbalance of E2F7 and E2F1 in the nucleus and the derepression of E2F signaling transactivation.

Among the E2F family members, the roles of E2F7 in NB are poorly understood. Recent evidence demonstrated that Selinexor, a clinically available inhibitor of exportin 1 (XPO1), affected the subcellular distribution of E2F7 [20]. Our data suggested that Selinexor could induce nuclear accumulation of E2F7, inhibit E2F signaling and suppress the growth of NB cells. Previous studies revealed that defects in E2F7-dependent transcription might disturb DNA repair and genomic stability, thereby weakening the sensitivity to chemotherapy [32]. In this study, E2F7 mislocalization to the cytoplasm was seen in NB cell line SK-N-BE(2). Interestingly, SK-N-BE(2) have been previously reported to be GSK-J4-resistant NB cell line and not sensitive to low dose (under 1 μM) of GSK-J4 [5]. Our data revealed that Selinexor could sensitize SK-N-BE(2) cells to the low dose of GSK-J4 and enhance NB regression. Our findings are consistent with a very recent study [6] which reported that the E2F pathway could be activated by histone demethylase Jumonji D3 and play important roles in conferring NB cell resistance to GSK-J4, while we provided another potential mechanism regulating E2F signaling in NB cells.

Overall, we demonstrated that SAPCD2 was highly expressed and associated with poor survival of NB. SAPCD2 could bind to E2F7 in the cytoplasm and thereby alter the subcellular distribution of E2F7, derepressing E2F signaling transactivation and promoting NB progression (Fig. 6). Our studies expanded on the previously reported observations on the function of SAPCD2 and added novel mechanistic insights, and might contribute to the development of a therapeutic strategy for clinical NB treatment.

**Fig. 6:**
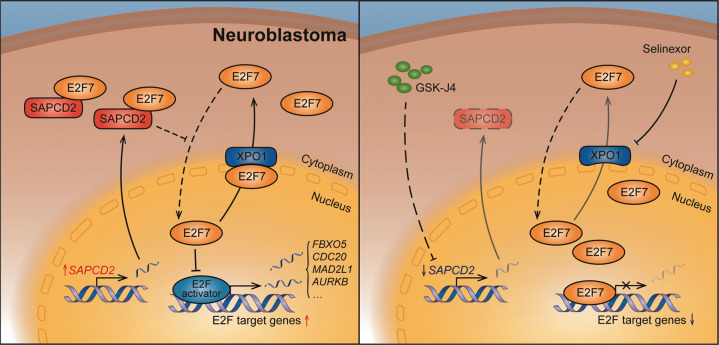
A model depicting the proposed mechanism by which SAPCD2 promotes NB progression. (Left) SAPCD2 binds to E2F7 in the cytoplasm and thereby alters the subcellular distribution of E2F7, derepressing E2F signaling transactivation, and promoting NB progression. XPO1 mediates the nuclear export of E2F7 in NB cells. (Right) GSK-J4 treatment reduces the level of SAPCD2 in NB cells and limits the binding of SAPCD2 to E2F7 in the cytoplasm. Selinexor inhibits the XPO1-dependent nuclear export of E2F7. Nuclear accumulation of E2F7 inhibits the E2F signaling and suppresses the progression of NB cells.

## Materials and methods

### Cell culture

Human NB cell lines (SH-SY5Y, and SK-N-BE(2)) were obtained from the National Collection of Authenticated Cell Cultures (Shanghai, China), and verified by short tandem repeat analysis. Cells were cultured in DMEM/F12 (Thermo Fisher Scientific) supplemented with 10% FBS (Biological Industries, USA) and 1% penicillin-streptomycin (Beyotime, China) at 37 °C with a humidified atmosphere of 5% CO_2_ and examined free of mycoplasma regularly.

### RNA microarray, RNA sequencing, and data analysis

Cells were seeded in six-well plates. Twenty-four hours after seeding, cells were treated with 0.5 μM GSK-J4 (#S7070, Selleck Chemicals) or Selinexor (KTP-330, #S7252, Selleck Chemicals) for 24 h. The medium was removed, and total RNA was extracted with TRIzol (Invitrogen) according to the manufacturer’s protocol. Arraystar Human LncRNA Microarray V4.0 (Arraystar Inc., USA) is designed for the global profiling of human lncRNAs and protein-coding transcripts, which is capable of detecting ~40,173 lncRNAs and 20,730 coding transcripts. RNA isolation, purification, microarray hybridization, array scan, and data analysis were performed by Kangchen Biotech Co., Ltd. (Shanghai, China).

For RNA sequencing, RNA isolation, library preparation, transcriptome sequencing (Illumina NovaSeq 6000), and clean data filtering were carried out by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). The 150 bp paired-end reads were aligned to the hg38 (Ensembl) genome using HISAT2 software (version 2.2.0). Transcriptome assembly and abundance analysis were performed with StringTie software (version 2.1.2). Differentially expressed genes were identified by R/Bioconductor package DESeq2 [33] with adjusted *P* value <0.05 and absolute log_2_(fold change) >1. Gene Ontology (GO) enrichment analysis was performed using Metascape (http://metascape.org/gp/). Gene set enrichment analysis (GSEA) was conducted using R/Bioconductor package clusterProfiler [34] with Hallmarks gene sets (version 7.1) from the Molecular Signatures Database (MSigDB). Transcription factor (TF) binding motifs enrichment was performed using R/Bioconductor package RcisTarget [35]. TF annotation collection (hg38_refseq-r80_10kb_up_and_down_tss.mc9nr) was obtained from cisTarget database (https://resources.aertslab.org/cistarget/).

### Data mining of public datasets

Gene expression and copy number alteration (CNA) data were obtained from The Cancer Genome Atlas (TCGA) database (https://portal.gdc.cancer.gov/, with project TARGET-NBL, and TCGA sub-projects containing both normal and tumor samples) and the Therapeutically Applicable Research to Generate Effective Treatments (TARGET) database (https://target-data.nci.nih.gov/Public/NBL/WXS/). Transcripts were quantified with StringTie software (version 2.1.2) in TPM (transcripts per million mapped transcripts). Chromosome instability index (CIN) scores were devised in a previous study [18] to measure the degree of CNAs across the entire genome of a tumor, taking into account both the total regions of the chromosome that are altered in a tumor as well as the amplitude of these alterations. The correlations between transcript levels and CIN scores were calculated and visualized using R/Bioconductor packages ggpubr and ggplot2.

### Luciferase reporter assay

Dual-luciferase reporter vector psiCHECK-2 (Promega) carrying either the wild-type (WT) E2F motifs or a mutant version (Mut), and the vector pLVX-EF1α-IRES-puro (Clontech) carrying FLAG-tagged SAPCD2 were constructed by General Biosystems (Anhui, China). pLVX-EF1α-IRES-puro carrying HA-tagged E2F7 was constructed by Tsingke Biological Technology (Beijing, China). Recombinant constructs were verified by Sanger sequencing. Cells were transfected using Lipofectamine 3000 (Thermo Fisher Scientific). After 48 h of transfection, the luciferase activity was measured by the Dual-Luciferase Reporter Assay System (Promega).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism version 8.0.2 (GraphPad Software, Inc., USA). Differences were considered statistically significant when *p* < 0.05 (*p < 0.05, **p < 0.01).

## Supplementary information

Supplementary materials and methods

Supplementary figure and table legends

Supplementary Fig. S1

Supplementary Fig. S2

Supplementary Fig. S3

Supplementary Fig. S4

Supplementary Fig. S5

Supplementary Table S1

Supplementary Table S2

Original Western Blots

Author Contribution Statement

AJ-checklist

## Data Availability

RNA microarray and RNA-seq data supporting the results of the current study have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo, with accession code GSE180601 and GSE186245). Public datasets are available from the GEO database (https://www.ncbi.nlm.nih.gov/geo) with accession codes GSE16476, GSE62564, and GSE147635. The copy number and genetic variation data are available from the Oncogenomics database (https://pob.abcc.ncifcrf.gov/cgibin/JK) and cBioPortal for Cancer Genomics (http://cbioportal.org) with search term “SAPCD2”. The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. Original western blots are attached as Supplemental materials.

# Supplementary material for: SAPCD2 promotes neuroblastoma progression by altering the subcellular distribution of E2F7
**Source:** Cell Death Dis. 2022 Feb 23;13(2):174. doi: 10.1038/s41419-022-04624-z
**Supplement:** Supplementary file 1 — Supplementary materials and methods

**Supplementary materials and methods**

**Western blot analysis**

Protein lysates of cells were isolated by RIPA buffer containing 1 mM PMSF and 1% phosphatase inhibitor cocktail. Equal amounts of protein (20 μg) were separated on SDS PAGE and transferred onto PVDF membranes for western blot analysis using antibodies specific for GAPDH (MAB374, Millipore), SAPCD2 (HPA044154, Atlas Antibodies), PARP (#9542, Cell Signaling Technology), Caspase-3 (#9662, Cell Signaling Technology), Cleaved caspase-3 (#9664, Cell Signaling Technology), E2F1 (66515-1-Ig, Proteintech), E2F4 (10923-1-AP, Proteintech) and E2F7 (24489-1-AP, Proteintech). Chemiluminescent HRP substrate (Millipore, USA) was used to detect the antibody-antigen complexes.

**Immunohistochemistry and analysis**

The NB tissue microarray (NB642a, Biomax, USA) was stained with antibodies specific for SAPCD2 (HPA044154, Atlas). UltraSensitive SP (Mouse/Rabbit) IHC Kit and DAB Plus Kit (MXB Biotechnologies, China) were used following the manufacturer's protocol. The staining results of each tissue section were observed under the Olympus BX41 imaging system, and scored by multiplying the percentage of positive cells (P) by the intensity (I).

**Knockdown or overexpression of genes**

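The target sequences of the 2 shRNAs were searched in the whole hg38 genome on both strands. The target of sh-SAPCD2 #1, ACCTCTGGATTCCACCTTCAT, has 1 exact match, on the minus strand of chromosome 9 from 137064663 to 137064683. It lies in the coding sequence in exon 6 of SAPCD2, near the end of the coding sequence. The target of sh-SAPCD2 #2, GCTGCAGGGTTTGGAGATGAT, has 3 exact matches. The match in SAPCD2 lies on the minus strand of chromosome 9 from 137065607 to 137065627, in the coding sequence in exon 3. The other matches lie on chromosome 7, from 57425223 to 57425243 in the processed pseudogene SAPCD2P2 and from 66556912 to 66556932 in the processed pseudogene SAPCD2P3. The guide strands complementary to the targets are ATGAAGGTGGAATCCAGAGGT for sh-SAPCD2 #1 and ATCATCTCCAAACCCTGCAGC for sh-SAPCD2 #2. In the RNA-seq libraries, the 4 annotated SAPCD2 pseudogenes together had from 0 to 4 counts per library.

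**Figure D3:**
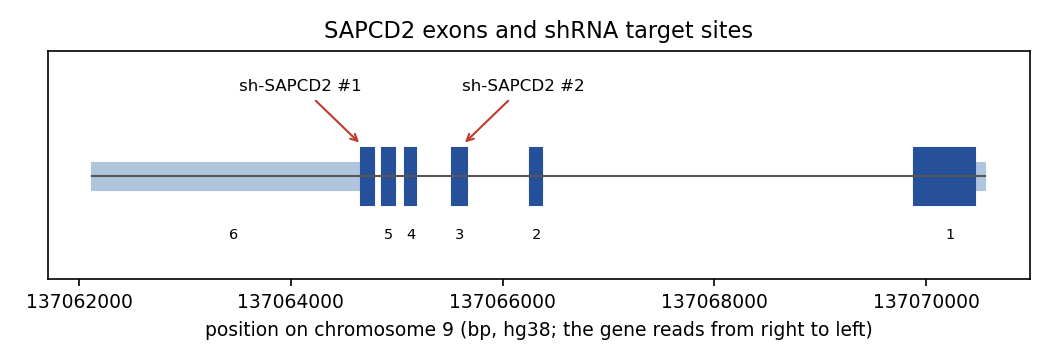
Exons of SAPCD2 along chromosome 9 of hg38, in bp, with coding parts as tall dark boxes, untranslated parts as low light boxes, exon numbers below and arrows at the target sites of both shRNAs. The target of sh-SAPCD2 #1 sits at the end of the coding part of exon 6, and that of sh-SAPCD2 #2 in exon 3.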

The sequences of shRNA were synthesized by IGE Biotechnology, Ltd. (Guangzhou, China) and listed below. Lentiviral packaging was performed as previously described^1^. Lentiviral medium, if necessary, was concentrated by PEG-8000 (Beyotime, China) precipitation. Cells were infected with lentiviral particles in the presence of polybrene (Sigma-Aldrich). After screening with puromycin (Sigma-Aldrich), stable knockdown or overexpression cells were established.

| **Gene name** | **Sequence** |
| --- | --- |
| sh-SAPCD2 #1 | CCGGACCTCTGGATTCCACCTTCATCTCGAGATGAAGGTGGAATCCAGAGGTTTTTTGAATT |
| sh-SAPCD2 #2 | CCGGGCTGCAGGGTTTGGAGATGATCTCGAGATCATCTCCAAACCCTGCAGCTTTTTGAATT |

**Cell viability assay**

Cells (2×10^3^ per well) were seeded in 96-well plates, and cell viability was detected by cell counting kit-8 (CCK8) assay (Dojindo Molecular Technologies, Japan) as manufacturer’s instructions.

**Colony formation**

Cells were seeded in 6-well plates at a density of 2×10^3^ per well and incubated for 21 days. Cells were washed with PBS, fixed in ice-cold methanol and stained with 0.1% crystal violet. Colonies were imaged and counted.

**Transwell migration assay**

Transwell plates (24-well, pore size 8 μm, Corning) were used for the transwell assay. 1×10⁵ NB cells were harvested in 100 μl of serum-free culture medium and added into the upper chamber.600 μl of 15% fetal bovine serum medium was placed into the bottom compartment of the chamber as a source of chemo-attractant. After 48 h culturing, the cells that crossed the inserts were fixed with 4% formaldehyde and stained with Wright’s-Giemsa. Attached cells were photographed and counted under the microscope.

**Cell apoptosis and cell cycle analysis**

For cell apoptosis analysis, cells were harvested by trypsin solution without EDTA, washed, and stained using Annexin V-FITC kit (Miltenyi Biotec). For cell cycle analysis, cells were harvested, washed, and fixed in ice-cold 70% ethanol overnight at 4℃. The next day, cells were incubated with propidium iodide/RNase A staining solution (Sigma-Aldrich) at room temperature for 20 minutes. Samples were analyzed by flow cytometry (Beckman Gallios, Germany), and cell cycle distribution was analyzed using FlowJo v10 software (Tree Star, USA).

***In Vivo* Xenografts**

Four-week-old female BALB/c nude mice (n=6 per group) received the subcutaneous injection at the dorsal flanks with NB cells (2×10^6^ cells for each mouse) suspended in 100 μl Matrixgel Matrix (Corning). For the study of SAPCD2 knockdown, NB cells were stably transduced with scramble shRNA or shRNA targeting SAPCD2. The alteration in volume of tumors was recorded. Mice were sacrificed when the largest tumors were ∼15 mm in diameter. Tumors were dissected, weighted, and analyzed. The Animal Care and Use Committee of Soochow University approved all animal studies, which were performed in accordance with the guidelines for animal care.

**RNA isolation and qRT-PCR**

Total RNA was prepared by the RNeasy Mini Kit (Qiagen). Reverse transcription was carried out using Reverse Transcription System (Promega). For PCR, LightCycler 480 SYBR Green I Master mix (Roche) was applied on a Light cycler 480 Real-Time System (Roche). Expression was determined by 2^-△△Ct^ method and GAPDH expression as an internal reference. The qPCR primers used were synthesized by Tsingke Biological Technology (Beijing, China) and listed below.

| **Gene name** |  | **Sequence** |
| --- | --- | --- |
| SAPCD2 | F | GCAGACCATCCTCATGCTGAA |
|  | R | CGTGATGCGCTCACTCTTCT |
| E2F1 | F | ACGTGACGTGTCAGGACCT |
|  | R | GATCGGGCCTTGTTTGCTCTT |
| E2F2 | F | CGTCCCTGAGTTCCCAACC |
|  | R | GCGAAGTGTCATACCGAGTCTT |
| E2F3 | F | CGGCAGCCTCCTCTACAC |
|  | R | AGCTCCAGCCTTCGCTTT |
| AURKB | F | CTCCTACCCCTGGCCCTAC |
|  | R | AGGCTCTTTCCGGAGGACT |
| PLK1 | F | CACAGTGTCAATGCCTCCA |
|  | R | TTGCTGACCCAGAAGATGG |
| BIRC5 | F | GCCCAGTGTTTCTTCTGCTT |
|  | R | CCGGACGAATGCTTTTTATG |
| CDC20 | F | CTGTCTGAGTGCCGTGGAT |
|  | R | TCCTTGTAATGGGGAGACCA |
| KIF2C | F | AGGAGCATCTGGTTAACTCTGC |
|  | R | TCTGCCCAGAGGTTCTGC |
| MAD2L1 | F | CGCGTGCTTTTGTTTGTGT |
|  | R | GCTGTTGATGCCGAATGAG |
| SMC4 | F | GAGGAACACACTAGAAAAATTTACTGC |
|  | R | GGACATTCAAATATTCTTCTTGCTCTA |
| FBXO5 | F | CTACACCCCTGCATATTTGGAAG |
|  | R | TGACCCAATACATGACAGCCTT |
| CDK1 | F | AAACTACAGGTCAAGTGGTAGCC |
|  | R | TCCTGCATAAGCACATCCTGA |
| CDK2 | F | CCAGGAGTTACTTCTATGCCTGA |
|  | R | TTCATCCAGGGGAGGTACAAC |
| CCNB1 | F | TTGGGGACATTGGTAACAAAGTC |
|  | R | ATAGGCTCAGGCGAAAGTTTTT |

**Co-immunoprecipitation**

Co-immunoprecipitation was performed as previously described^1^, using 10 µg of antibodies for SAPCD2 (HPA044154, Atlas) or E2F7 (24489-1-AP, Proteintech). After eluting from bead-bound immunocomplexes, protein levels were determined by western blotting.

**Immunofluorescence**

Cells grown on confocal dish were fixed with 1% paraformaldehyde, incubated with 0.5% Triton X-100 in PBS, blocked with 5% BSA and treated with antibodies specific for SAPCD2 (HPA044154, Atlas), FLAG (F1804, Sigma-Aldrich) or E2F7 (24489-1-AP, Proteintech) at 4℃ overnight. The next day, cells were treated by Alexa Fluor 488 goat anti-mouse IgG or Alexa Fluor 594 goat anti-rabbit IgG (Jackson ImmunoResearch), and stained by DAPI Fluoromount-G (#0100-20, SouthernBiotech). The images were photographed under confocal microscopy.

**Reference**

1. Monteverde T, Sahoo S, La Montagna M, Magee P, Shi L, Lee D, et al. CKAP2L Promotes Non-Small Cell Lung Cancer Progression through Regulation of Transcription Elongation. Cancer Res 2021, 81(7): 1719-1731.

# Supplementary material for: SAPCD2 promotes neuroblastoma progression by altering the subcellular distribution of E2F7
**Source:** Cell Death Dis. 2022 Feb 23;13(2):174. doi: 10.1038/s41419-022-04624-z
**Supplement:** Supplementary file 2 — Supplementary figure and table legends

**Supplementary figure and table legends**

**Supplementary Fig. S1.** The expression of SAPCD2 in ganglioneuroma (GN) tissue, neuroblastoma (NB) cell lines and NB tissue. RNA-Seq data are derived from GSE14340. RPKM, Reads Per Kilobase per Million mapped reads. Unpaired two-sided *t* test for analysis, data are shown as mean ± SD (error bars).

**Supplementary Fig. S2.** The analysis of diverse datasets from The Cancer Genome Atlas (TCGA) indicated a positive correlation between SAPCD2 transcript levels and CIN score in multiple tumors. Pearson’s correlation coefficient for analysis in this figure.

**Supplementary Fig. S3.** GSEA analysis plot of deregulated genes in SAPCD2-knockdown cells with SAPCD2-correlated gene sets derived from 88 (GSE16476) and 498 specimens (GSE62564). NES, Normalized Enrichment Score. NOM *p* value, adjusted *p* value.

**Supplementary Fig. S4.** Immunofluorescence confocal images showing the subcellular distribution of E2F7 in SK-N-BE(2) cells exposed to the different reagents as indicated. Scale bars, 10μm.

**Supplementary Fig. S5.** A-B. Several E2F-targeted genes associated with CIN were downregulated in SAPCD2-knockdown SK-N-BE(2) cells and predicted poor prognosis in NB patients. C. The analysis of diverse public datasets indicated a significant positive correlation between SAPCD2 transcript levels and these E2F-targeted genes across multiple tumors. Log-rank test for analysis in B. Pearson’s correlation coefficient in C.

**Supplementary Table. S1.** Gene Set Enrichment Analysis (GSEA) with Hallmark signatures.

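Supplementary Table S1 lists Hallmark sets with significant enrichment. For each listed set it gives the size, an enrichment score, a normalized enrichment score, p values and the genes at the core of the enrichment. In such an analysis, genes are ranked by a measure of change, the enrichment score measures how far the set's genes gather at either end of the ranking, and the normalization divides it by the mean score of random sets of the same size. Sets with a positive score gather among genes higher in SAPCD2-knockdown SK-N-BE(2) cells. Among them are the p53 pathway, the unfolded protein response and the interferon responses. A compiled list of 24 endoplasmic reticulum stress genes had a median log2 fold change of 0.52 (camera, adjusted p = 8.84e-08, 14 higher genes and 1 lower gene at an adjusted p of 0.05 over all tested genes, and 15 higher genes and 1 lower gene with the adjustment over the list alone). Its median with the replicate block was 0.52 (adjusted p = 4.63e-07). HERPUD1 rose from 51.5 ± 1.06 to 142.7 ± 3.64 CPM (SD, n = 2 in each group), and DNAJB9 from 17.9 ± 0.178 to 57.9 ± 2.83 CPM (SD, n = 2 in each group). A list of 42 interferon-induced genes, of which 27 were tested, had a median of 0.07 (adjusted p = 0.196), and of 0.07 (adjusted p = 0.183) with the replicate block. Ranked by log2 fold change in fgsea, this list had a normalized enrichment score of 1.67 (adjusted p = 0.0174). It held 4 higher genes and 1 lower gene under both adjustments, and the higher genes were BST2, ISG15, IFITM3 and IFITM2.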

**Supplementary Table. S2.** motif enrichment analysis by cisTarget to identify upstream transcription factors that might target the DEGs or the genes enriched in GSEA set HALLMARK_E2F_TARGETS in SAPCD2-knockdown SK-N-BE(2) cell.

**Supplementary File.** Original Western Blots.

# Supplementary material for: SAPCD2 promotes neuroblastoma progression by altering the subcellular distribution of E2F7
**Source:** Cell Death Dis. 2022 Feb 23;13(2):174. doi: 10.1038/s41419-022-04624-z
**Supplement:** Supplementary file 8 — Supplementary Table S1

**Supplementary Table 2 - Gene Set Enrichment Analysis (GSEA) with Hallmark signatures showed significant enrichment**

| ID                           | setSize | enrichment | NES      | pvalue   | p.adjust | qvalues  | rank | leading_edge                   | core_enrichment                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|------------------------------|---------|------------|----------|----------|----------|----------|------|--------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| HALLMARK_SPERMATOGENESIS     | 83      | -0.36539   | -1.49297 | 0.01519  | 0.027614 | 0.010464 | 3660 | tags=52%, list=27%, signal=38% | SNAP91/CCT6B/PHF7/SIRT1/SPATA6/MLLT10/CAMK4/DBF4/MLF1/CSNK2A2/VDAC3/NEK2/COIL/MTOR/TSN/ZC3H14/IFT88/HSPA2/CDKN3/RPL39L/ARL4A/SCG3/ZC2H1C1/EZH2/PSMG1/AGFG1/IDE/BUB1/TOPBP1/CCNB2/KIF2C/RFC4/NPHP1/CHRM4/CDK1/GRM8/TTK/DMC1/CCNA1/ACRBP/NCAPH/ACRV1/CNIH2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| HALLMARK_DNA_REPAIR          | 144     | -0.31401   | -1.40799 | 0.007937 | 0.016534 | 0.006266 | 2106 | tags=30%, list=15%, signal=26% | RPA2/SUPT4H1/SNAPC5/ELOA/ERCC1/POLR2G/GTF2H3/FEN1/UMPS/ERCC8/RAD52/NT5C3A/ERCC5/AK3/SRSF6/SSRP1/POLR3C/SF3A3/TK2/DBB2/POM121/NUDT21/AAS/NELFB/TP53/POLD1/ADA/RPA3/TAF6/POLA1/RFC4/RFC5/ZWINT/RAD51/PCNA/POLD3/TYMS/RFC3/RFC2/ZNRD1/POLA2/LIG1/DUT/PRIM1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| HALLMARK_MYC_TARGETS_V1      | 199     | -0.29997   | -1.39865 | 0.014577 | 0.027614 | 0.010464 | 3011 | tags=25%, list=22%, signal=20% | NPM1/XRCC6/HNRNPA2B1/SRSF3/SRSF1/HPRT1/MCM7/RNPS1/TRA2B/ILF2/IARS1/H2AZ1/SYNCRIP/PRPS2/YWHAE/RAN/SMARCC1/SRSF2/CTPS1/NCBP1/XPO1/SET/MCM2/CCNA2/PRPF31/CDC20/SNRPD1/UBE2E1/UBA2/RRM1/USP1/HNRNPA3/GLO1/BUB3/RFC4/DEK/SSB/MCM6/LSM2/SF3A1/MCM5/MCM4/LDHA/PCNA/TYMS/CDC45/SRM/CDK2/MAD2L1/PRPF31/DUT/PRPF31                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| HALLMARK_APICAL_JUNCTION     | 147     | 0.325837   | 1.38383  | 0.014263 | 0.027614 | 0.010464 | 4398 | tags=43%, list=32%, signal=29% | ICAM5/CDH15/MMP9/ITGA3/KCNH2/CNN2/CD276/ICAM2/VASP/PIK3CB/SIRPA/ATP1A3/NECTIN2/CDH4/STX4/RAC2/CLDN4/TRO/PIK3R3/NRXN2/ADAM15/COL16A1/HRAS/PBX2/CADM2/AVV2/MMP2/MDK/SDC3/ARHGEF6/CD99/ACTN2/SLC30A3/ADAM9/PARD6G/PCDH1/NLGN2/TAOK2/SORBS3/CLDN18/PLCG1/CDH3/YWHAH/TSPAN4/SPEG/BMP1/PKD1/PFN1/THY1/THBS3/GNAI1/ITGA2/SRC/RRAS/INSIG1/LAYN/BAIAP2/MAP4K2/SYMPK/PTPRC/SHC1/ITGB1/MADCAM1                                                                                                                                                                                                                                                                                                                                                                                                                         |
| HALLMARK_ALLOGRAFT_REJECTION | 94      | 0.362396   | 1.435062 | 0.015464 | 0.027614 | 0.010464 | 2800 | tags=29%, list=21%, signal=23% | RPL3L/ZAP70/MMP9/CD4/TAP2/CD40/CTSS/CFP/RPS9/HLA-A/PSMB10/IL12A/ST8SIA4/CSK/GALNT1/BCL3/L2RB/CCND3/FAS/INHBA/B2M/F2R/TAPBP/EIF4G3/CDKN2A/RPS19/AKT1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| HALLMARK_MTORC1_SIGNALING    | 192     | 0.325262   | 1.438292 | 0.006154 | 0.013891 | 0.005264 | 2245 | tags=24%, list=16%, signal=20% | STC1/SLC7A11/POLR3G/BTG2/TUBA4A/CTH/EGLN3/SQSTM1/CFP/HK2/EDEM1/TRIB3/G6PD/GLRX/TE5/XBP1/DDIT3/MAP2K3/IFI30/SLC9A3R1/SLC6A6/SLC7A5/MLLT11/NFKBIB/SLC1A5/FKBP2/RIT1/SDF2L1/SLC2A3/PIK3R3/CXCR4/IFITM1/PP1R15A/CCNG1/BHLHE40/UFM1/SERP1/SERPINH1/GCLC/HSPA5/M6PR/ATP2A2/RAB1A/USO1/DDIT4/SSR1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

|                                    |     |          |          |          |          |          |      |                                |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|------------------------------------|-----|----------|----------|----------|----------|----------|------|--------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| HALLMARK_COMPLEMENT                | 126 | 0.353146 | 1.465091 | 0.00639  | 0.013891 | 0.005264 | 2746 | tags=33%, list=20%, signal=27% | MAFF/C1S/MMP14/CTSS/MMP15/CASP4/CEBPB/CASP9/HPCAL4/EHD1/CLU/CTSD/LIPA/PRKCD/PRSS3/LRP1/DGKG/DOCK4/CDK5R1/RCE1/STX4/COL4A2/ANG/CTSL/CTSB/CALM3/CASP7/LAP3/HSPA1A/PPP4C/HSPA5/APOC1/PRCP/SPOCK2/CASP3/DYRK2/ACTN2/ADAM9/PDP1/IRF2/PLAT/CD46                                                                                                                                                                                                                                                                                                                                                                                                |
| HALLMARK_XENOBIOTIC_METABOLISM     | 141 | 0.349921 | 1.466684 | 0.004934 | 0.011748 | 0.004452 | 3555 | tags=38%, list=26%, signal=28% | AKR1C3/CYP1A1/APOE/ABCC3/GSTA3/UPP1/ABCC2/GABARAPL1/ASL/EPHA2/DDA/H2/SPINT2/PSMB10/FAH/BLVRB/HES6/SLC6A6/FBP1/SLC1A5/CBR1/PAPSS2/CROT/COMT/DCXR/SLC12A4/AKR1C2/NINJ1/SMOX/ACO2/ALDH2/TMEM176B/ACOX3/NQO1/ARG2/GCLC/ATP2A2/DHRS7/FAS/CYP2J2/MAN1A1/IDH1/GCNT2/PTGES/POR/CYP2E1/CYP27A1/PEMT/TMBIM6/DDIT/IL1R1/CNDP2/GSR/TPST1                                                                                                                                                                                                                                                                                                             |
| HALLMARK_HEME_METABOLISM           | 161 | 0.34668  | 1.493042 | 0.004769 | 0.011748 | 0.004452 | 2669 | tags=27%, list=20%, signal=22% | ACP5/P4HA2/SLC7A11/FTCD/BTG2/SLC6A8/PPP2R5B/SLC30A1/ANK1/ALDH1L1/MA/P2K3/TMEM9B/BLVRB/CLCN3/BMP2K/GLRX5/BACH1/DAAM1/SLC11A2/ABCB6/KLF3/CTSB/SMOX/CDR2/ACSL6/TFRC/HTATIP2/RCL1/SLC25A38/CPOX/ADIPOR1/CCND3/RNF19A/GCLC/FN3K/MARCHF2/ENDOD1/MINPP1/TNRC6B/HTRA2/SNCA/AGPAT4/HAGH/ATP6V0A1                                                                                                                                                                                                                                                                                                                                                  |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE | 112 | 0.376345 | 1.535984 | 0.003333 | 0.008772 | 0.003324 | 3875 | tags=40%, list=28%, signal=29% | WIPI1/DNAJB9/KDELR3/HERPUD1/PDIA5/EDEM1/SRPR/CEBPB/XBP1/BAG3/TSPYL2/ATF3/ARFGAP1/SLC7A5/EXOSC4/SLC30A5/CHAC1/VEGFA/ERN1/EXOSC5/SERP1/YIF1A/HSPA5/ALDH18A1/NABP1/DDIT4/SSR1/TUBB2A/EEF2/PREB/EIF4G1/WFS1/ATP6VOD1/NHP2/HSPA9/DNAJC3/DNAJA4/RRP9/IMP3/EXOC2/EIF4A2/PSAT1/SEC31A/GOSR2/XPOT                                                                                                                                                                                                                                                                                                                                                 |
| HALLMARK_ESTROGEN_RESPONSE_EARLY   | 148 | 0.360847 | 1.536196 | 0.001582 | 0.005659 | 0.002145 | 2495 | tags=31%, list=18%, signal=26% | HSPB8/DHRS2/DEPTOR/CISH/FOS/IGF1R/KRT19/RET/FAM102A/XBP1/BLVRB/PLAAT3/SLC9A3R1/MREG/SLC7A5/NBL1/HES1/PAPSS2/MLPH/TTC39A/ALDH3B1/TPBG/TIAM1/RAB31/CCND1/KAZN/OLFML3/RRP12/MYBBP1A/MAPT/TOB1/CA12/RPS6KA2/BHLHE40/UNC119/SLC19A2/RARA/SCARB1/ENDOD1/TSKU/LRIG1/PPIF/UGCG/SLC22A5/SLC39A6/ABHD2                                                                                                                                                                                                                                                                                                                                             |
| HALLMARK_GLYCOLYSIS                | 175 | 0.360617 | 1.578898 | 0.001572 | 0.005659 | 0.002145 | 2438 | tags=29%, list=18%, signal=24% | IER3/STC1/P4HA2/KDELR3/CHPF2/CTH/COL5A1/ISG20/EGLN3/HK2/PGAM2/IRS2/CHST1/G6PD/GLRX/GFPT1/QSOX1/TSTA3/NOL3/CACNA1H/PMM2/EFNA3/RRAGD/SLC16A3/TPBG/PFKP/ANG/PYGL/NT5E/CHPF/IDUA/ABCB6/VEGFA/DPYSL4/HS6ST2/COPB2/CXCR4/MERTK/IL13RA1/PLOD1/ADORA2B/GCLC/GNE/HSPA5/DDIT4/SDC3/ALG1/GMPPA/B3GAT3/B4GALT4                                                                                                                                                                                                                                                                                                                                       |
| HALLMARK_UV_RESPONSE_UP            | 130 | 0.39778  | 1.647139 | 0.001631 | 0.005659 | 0.002145 | 2655 | tags=36%, list=19%, signal=29% | CYP1A1/MMP14/BTG2/TUBA4A/KCNH2/SLC6A8/FOS/SQSTM1/RET/CLCN2/TYRO3/NAT1/TST/CDKN1C/RHOB/ATF3/IGFBP2/GRINA/PRKCD/MSX1/JUNB/ABCB1/SELENOW/FURIN/ATP6V1F/CDC34/NR4A1/NPTX2/SPR/E2F5/GLS/TFRC/CHKA/GRPEL1/CLTB/MGAT1/CCND3/PPP1R2/DLG4/BCL2L11/GPX3/CYB5R1/PIIF/CASP3/BAK1/ACAA1/SLC25A4                                                                                                                                                                                                                                                                                                                                                       |
| HALLMARK_IL2_STAT5_SIGNALING       | 143 | 0.391695 | 1.655607 | 0.001605 | 0.005659 | 0.002145 | 2434 | tags=32%, list=18%, signal=27% | MAFF/IFITM3/RGS16/SYNGR2/CISH/GADD45B/COL6A1/GABARAPL1/IGF1R/SPRY4/HK2/TNFRSF1B/XBP1/ST3GAL4/RNH1/FAH/PTGER2/CDKN1C/RHOB/NRP1/KLF6/SYT11/ETV4/SLC1A5/TTC39B/RRAGD/ABCB1/FURIN/TIAM1/NT5E/GPX4/SLC2A3/ALCAM/IGF2R/TNFRSF21/BHLHE40/IL2RB/CCND3/ODC1/PLEC/CKAP4/PUS1/LRIG1/ITGA6/APLP1/CASP3                                                                                                                                                                                                                                                                                                                                               |
| HALLMARK_APOPTOSIS                 | 131 | 0.407468 | 1.690342 | 0.001623 | 0.005659 | 0.002145 | 3963 | tags=54%, list=29%, signal=39% | IER3/TNFRSF12A/IFITM3/BTG2/GADD45B/PPP2R5B/CTH/ISG20/SQSTM1/CD14/CASP4/AIFM3/SMAD7/DDIT3/CASP9/NEFH/RHOB/ATF3/GADD45A/BCL2L2/CLU/TSPO/NEDD9/JUN/GPX4/CCND1/RNASEL/IGF2R/CASP7/CAV1/GPX1/RARA/BAX/MMP2/DIABLO/BCL2L11/GPX3/IGFBP6/XIAP/FAS/DFFA/CASP3/F2R/FEZ1/PLAT/RELA/MCL1/EQNO2/SAT1/TGFB/3/DAP3/CDKN1B/DNAJC3/TIMP1/APP/SC5D/RHOT2/PEA15/GSR/ROCK1/LMNA/TXNIP/GSN/HMOX1/ETF1/IFNGR1/PLPPR4/PSEN2/SPTAN1/PDGFRB/GSTM1                                                                                                                                                                                                                 |

|                                    |     |          |          |          |          |          |      |                                |                                                                                                                                                                                                                                                                                                                                                                              |
|------------------------------------|-----|----------|----------|----------|----------|----------|------|--------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| HALLMARK_INTERFERON_GAMMA_RESPONSE | 127 | 0.411322 | 1.703154 | 0.001626 | 0.005659 | 0.002145 | 2535 | tags=31%, list=19%, signal=26% | ISG15/PSMB8/IFITM2/BST2/C1S/IFITM3/CD40/UPP1/ISG20/CMKLR1/CASP4/HELZ2/MVP/HLA-A/PSMB10/IFI30/OGFR/LYSMD2/ST8SIA4/PELI1/ARID5B/VAMP5/PFKP/LY6E/CIITA/P SME2/CASP7/HLA-B/LAP3/IL2RB/RNF31/STAT3/IRF9/ST3GAL5/PSME1/NLRC5/FAS/CASP3/B2M/TAPBP                                                                                                                                   |
| HALLMARK_INFLAMMATORY_RESPONSE     | 92  | 0.430141 | 1.70341  | 0.001695 | 0.005659 | 0.002145 | 2919 | tags=37%, list=21%, signal=29% | BST2/TNFSF9/ABCA1/RGS16/MMP14/BTG2/CD40/CMKLR1/CD14/TNFRSF1B/OSMR/ITGB8/PTGER2/SPHK1/KLF6/BEST1/TPBG/SELENOS/SLC31A1/SLC11A2/LY6E/DCBLD2/IL2RB/PVR/PTGIR/ADORA2B/GABBR1/ATP2A2/INHBA/TAPBP/ADRM1/RELA/CD55/HBEGF                                                                                                                                                             |
| HALLMARK_ADIPOGENESIS              | 176 | 0.391482 | 1.717347 | 0.00156  | 0.005659 | 0.002145 | 2884 | tags=32%, list=21%, signal=25% | HSPB8/SQOR/APOE/SPARCL1/ABCA1/DNAJB9/ESRRA/NKIRAS1/CD151/RNF11/TST/SLC27A1/FAH/BCL6/GADD45A/CHCHD10/LIPE/SLC1A5/SLC25A1/CMPK1/MGLL/GP X4/LIFR/ACO2/ALDH2/ENPP2/PIM3/TOB1/GRPEL1/PPP1R15B/RMDN3/MYLK/YWHA G/STOM/SCARB1/SORBS1/GPAT4/ADCY6/VEGFB/NABP1/ECHS1/SOWAHC/DHRST7/GPX3/G3BP2/PTGER3/PREB/MIGA2/AGPAT3/PFKFB3/ESYT1/IDH1/UQCR11/ALDOA/POR/PGM1                        |
| HALLMARK_MYOGENESIS                | 128 | 0.429621 | 1.774715 | 0.001637 | 0.005659 | 0.002145 | 2312 | tags=32%, list=17%, signal=27% | HSPB8/ADAM12/KLF5/SYNGR2/KCNH2/SLC6A8/GADD45B/MYH8/PGAM2/KIFC3/CO L6A3/PKIA/BIN1/PYGM/BDKRB2/COL6A2/SPHK1/CLU/PTGIS/CACNA1H/ATP6AP1/RI T1/COL4A2/AEBP1/SMTN/MAPRE3/SPARC/TCAP/SH3BGR/LSP1/BHLHE40/MYLK/ITG B5/NQO1/SORBS1/IGFBP7/TAGLN/SIRT2/TPM2/MYL6B/GPX3                                                                                                                 |
| HALLMARK_INTERFERON_ALPHA_RESPONSE | 69  | 0.469101 | 1.78261  | 0.001698 | 0.005659 | 0.002145 | 3221 | tags=36%, list=24%, signal=28% | ISG15/PSMB8/IFITM2/BST2/C1S/HLA-C/IFITM3/ISG20/HELZ2/IFI30/OGFR/LY6E/PSME2/LAP3/RNF31/IRF9/PSME1/PROCR/B2M/IRF2/IFIT3/NCOA7/TRIM25/LGALS3BP/GMPR                                                                                                                                                                                                                             |
| HALLMARK_KRAS_SIGNALING_UP         | 114 | 0.462171 | 1.884924 | 0.001675 | 0.005659 | 0.002145 | 1787 | tags=29%, list=13%, signal=25% | PSMB8/PCSK1N/MMP9/SPARCL1/RGS16/YRDC/GADD45G/ALDH1A3/CTSS/CMKLR1/MAFB/CAB39L/TNFRSF1B/KIF5C/ENG/GLRX/SPRY2/FUCA1/NRP1/MYCN/ETV4/MM P11/IGF2/ABCB1/CROT/SCG5/KCNN4/DCBLD2/CXCR4/PPP1R15A/TMEM176B/LAT2/MAP3K1                                                                                                                                                                 |
| HALLMARK_HYPOXIA                   | 166 | 0.442195 | 1.915511 | 0.001582 | 0.005659 | 0.002145 | 1793 | tags=30%, list=13%, signal=26% | TGFB3/IER3/STC1/MAFF/P4HA2/ZFP36/KDEL3/FOS/COL5A1/ISG20/GCK/HK2/PGA M2/IRS2/CHST3/PRDX5/GLRX/TES/DUSP1/DDIT3/STBD1/PYGM/CDKN1C/EFNA1/PG F/ATF3/TPST2/SLC6A6/KLF6/FBP1/EFNA3/RRAGD/SLC25A1/NCAN/NAGK/JMJD6/JU N/TPBG/PFKP/VEGFA/SLC2A3/DPYSL4/CXCR4/ALDOC/PPP1R15A/CA12/BHLHE40/M AP3K1/CAV1                                                                                  |
| HALLMARK_P53_PATHWAY               | 160 | 0.465649 | 2.002543 | 0.00159  | 0.005659 | 0.002145 | 2618 | tags=38%, list=19%, signal=31% | OSGIN1/IER3/TNFSF9/SLC7A11/PLK2/RGS16/BTG2/FOS/UPP1/MKNK2/PLK3/TRIB3/E PHA2/DDIT3/IFI30/TSPYL2/DEF6/TRAFA/SLC3A2/ATF3/FUCA1/GADD45A/SPHK1/CT SD/CEBPA/AEN/MXD4/MAPKAPK3/BLCAP/CDK5R1/DCXR/JUN/H2AW/NINJ1/SEC61 A1/FBXW7/RNF19B/DRAM1/PPP1R15A/TOB1/CCNG1/HRAS/WWP1/RPL18/SLC19A2 /STOM/TRIAP1/JAG2/ABCC5/CCND3/BAX/RHBDF2/DDIT4/FAS/PROCR/COQ8A/HEX IM1/F2R/RPL36/BAK1/HINT1 |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB   | 140 | 0.533464 | 2.240042 | 0.001623 | 0.005659 | 0.002145 | 1652 | tags=38%, list=12%, signal=34% | IER3/FOSL1/PHLDA2/MAFF/TNFSF9/ZFP36/ABCA1/PLK2/SIK1/YRDC/BTG2/SGK1/FO S/GADD45B/MSK1/SQSTM1/IRS2/FJX1/PER1/CEBPB/DUSP1/MAP2K3/RELB/TNC/RHO B/EFNA1/ATF3/BCL6/EHD1/KLF9/GADD45A/SPHK1/DUSP4/KLF6/KDM6B/SERPINB8/ JUNB/DNAJB4/HES1/FUT4/JUN/IER2/NR4A1/NINJ1/VEGFA/SLC2A3/CCND1/RNF19B /SPSB1/BCL3/DRAM1/SLC16A6/PPP1R15A                                                      |

# Supplementary material for: SAPCD2 promotes neuroblastoma progression by altering the subcellular distribution of E2F7
**Source:** Cell Death Dis. 2022 Feb 23;13(2):174. doi: 10.1038/s41419-022-04624-z

**Figure 1B**

SH-SY5Y

SAPCD2

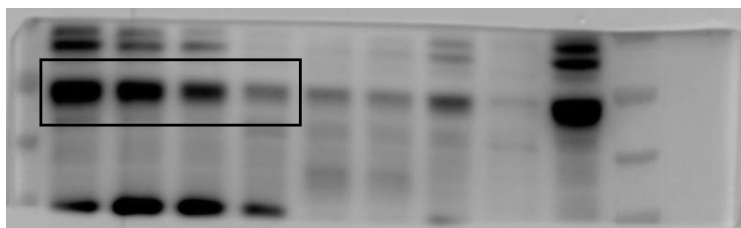

GAPDH

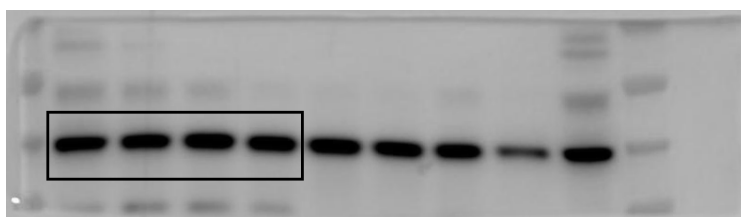

SK-N-BE(2)

SAPCD2

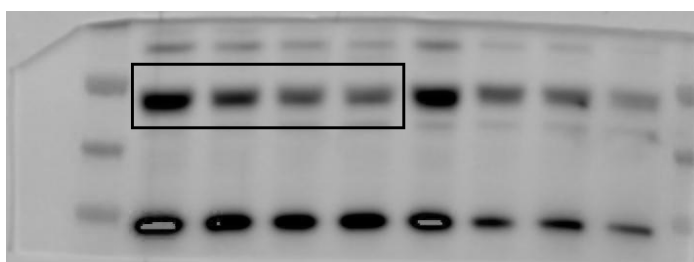

GAPDH

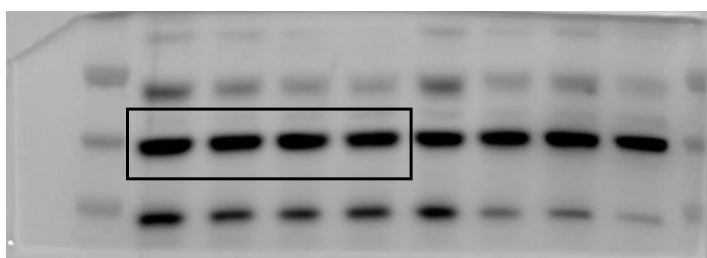

**Figure 2A**

SK-N-BE(2)

SAPCD2

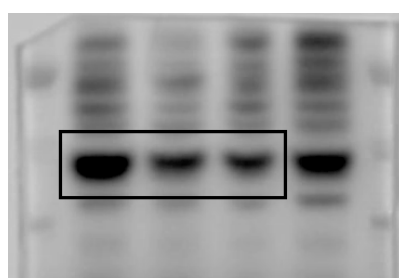

GAPDH

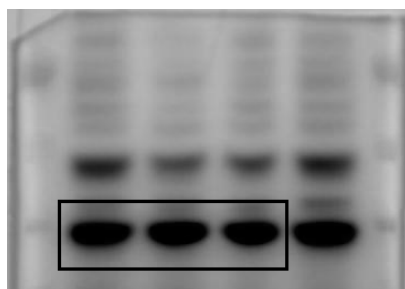

SH-SY5Y

SAPCD2

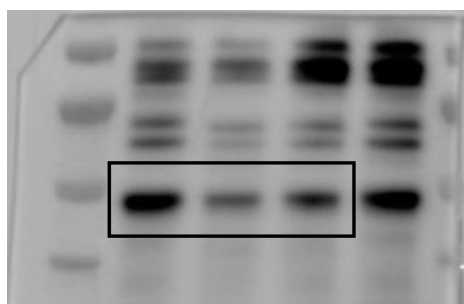

GAPDH

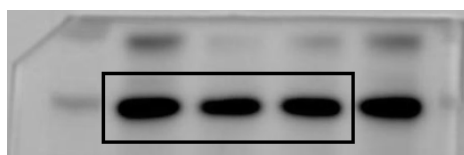

**Figure 2G**

SK-N-BE(2)

PARP

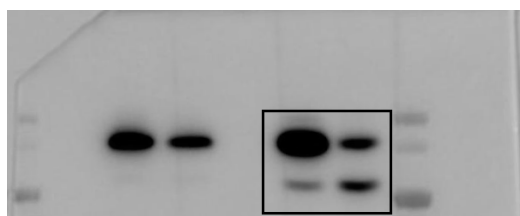

Caspase-3

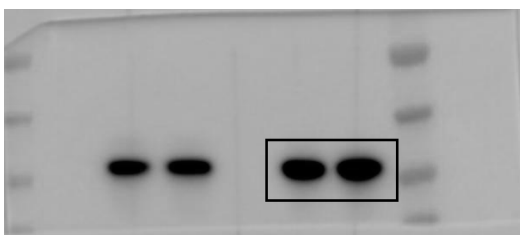

cleaved  
caspase-3

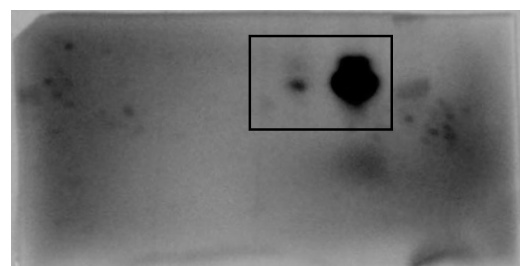

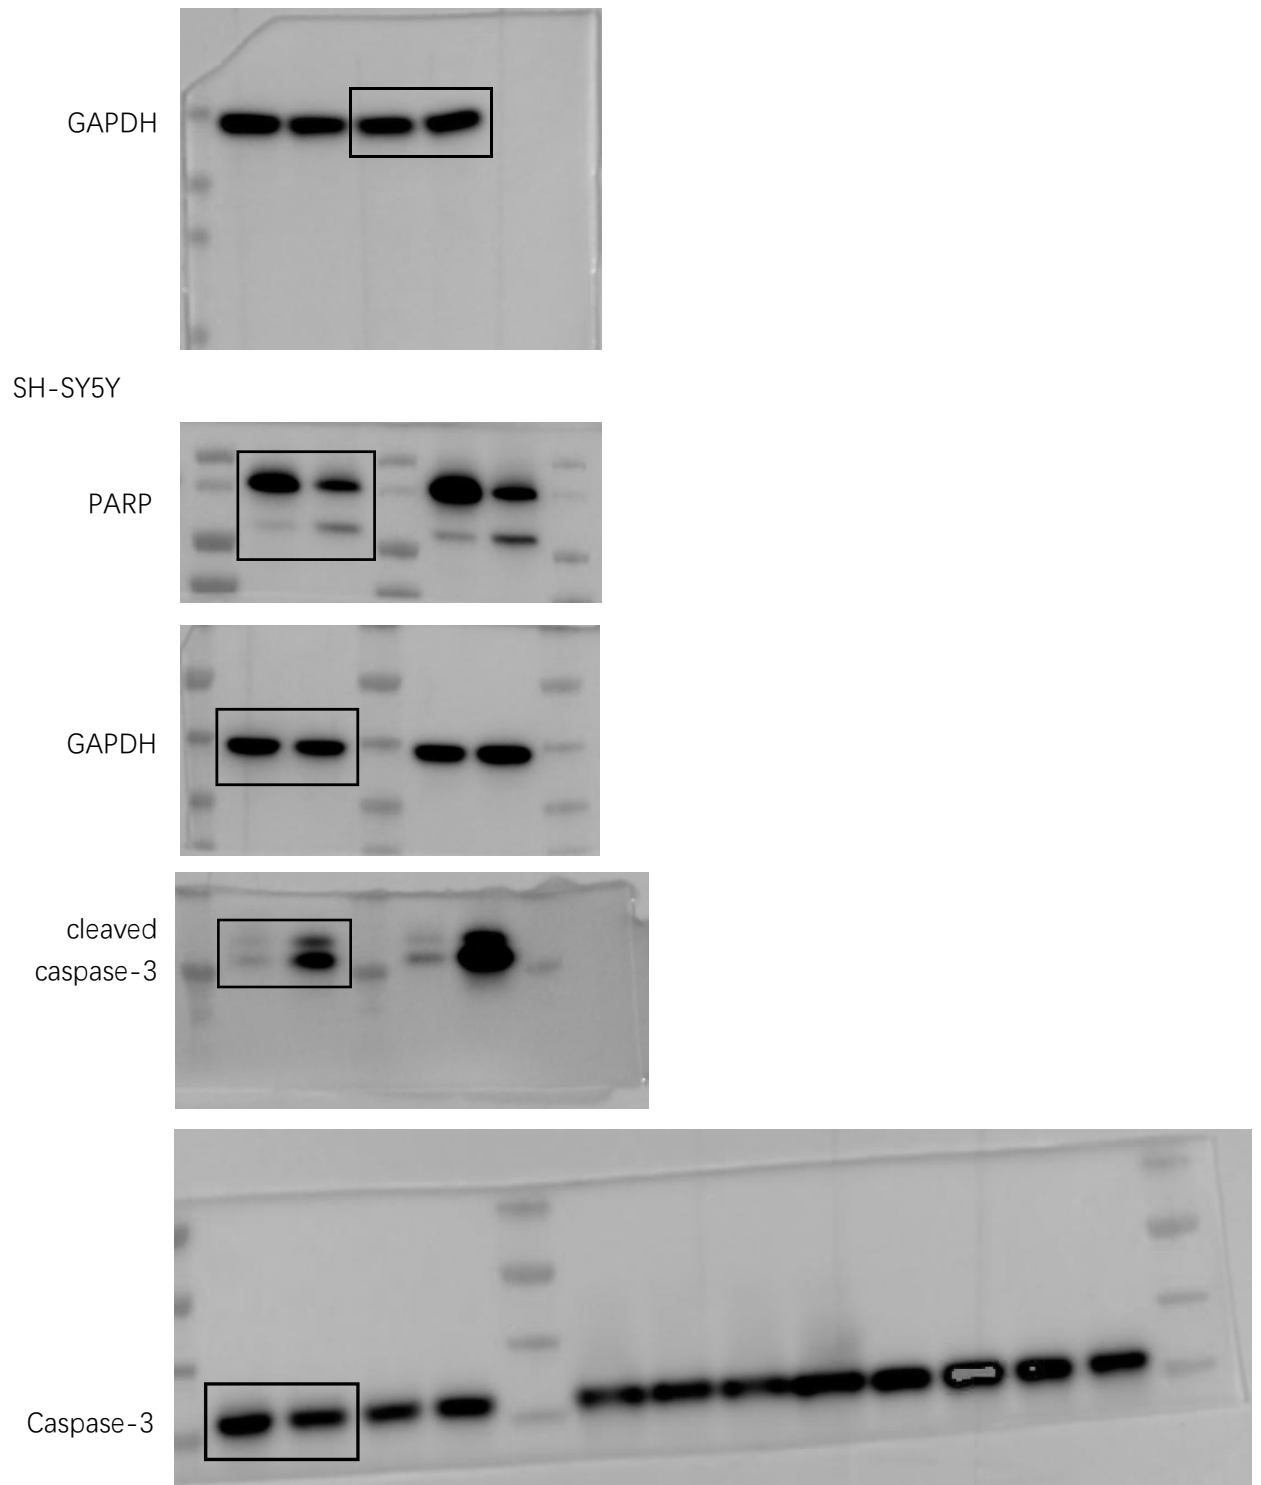

**Figure 4B**

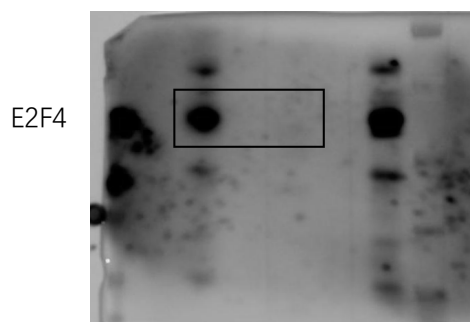

E2F7

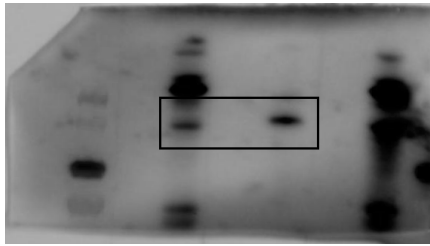

E2F1

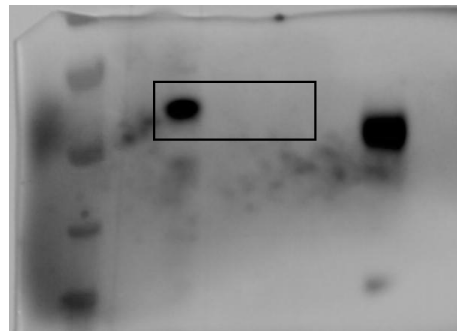

SAPCD2

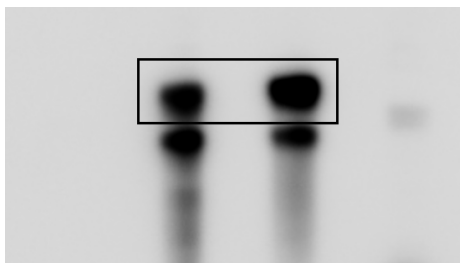

SAPCD2

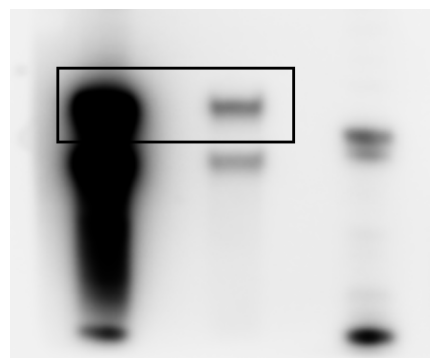

E2F7

How the deposited data were processed for this re-analysis (not part of the article)

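RNA-seq was performed on SK-N-BE(2) neuroblastoma cells carrying sh-Scb or sh-SAPCD2, with 2 libraries per group. The authors sequenced 150 bp paired-end reads, aligned them to hg38 with HISAT2 2.2.0, estimated abundances with StringTie 2.1.2 and deposited whole-number counts per gene, without scaling for library size. The step that turned coverage into counts, the Ensembl release, the strandedness and the handling of reads with several matches are not named in the paper's text. Of the genes in the table, 29317 had no count in any library. Libraries held from 25347900 to 31850997 counts, and 3 counts, the smallest amount taken as detectable, equaled 0.0942 to 0.118 CPM. This floor covers counting error only. Groups were taken from the condition in the labels, and the replicate block from the replicate numbers in the labels, which do not state that same-numbered libraries were prepared together.

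Counts were scaled by TMM (factors 1.0086 and 1.0044 in the control group, 0.9999 and 0.9872 in the sh-SAPCD2 group) and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after its filterByExpr step with a minimum count of 10 and a minimum total count of 15, which left 18779 genes. The biological coefficient of variation was 15.4%. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 1. Of the tested genes, 17467 (93%) had a match in the GENCODE 44 annotation, and 1312 had none and so have no position, GC content or type here. CPM values are TMM-scaled, and log2 CPM used a prior count of 2.

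Gene lists for 15 processes or groups were tested with limma 3.58.1 (camera, two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over the lists). Most lists were compiled from general knowledge, because the Hallmark, KEGG, GO and cisTarget collections were not used here, and the S-phase and G2/M lists came from Seurat 5.3.0. The E2F list of Supplementary Table S2 and the genes of Fig. 4H were chosen by the authors on the same libraries. The difference between the S-phase and G2/M lists was tested by a two-sided permutation test. Promoters were searched for TTTSSCGC from 500 bp upstream to 100 bp downstream of the start, with a window of 200 bp either side as an alternative, and tested with two-sided Fisher exact tests. The 7-mer ACCTTCA, complementary to the seed of sh-SAPCD2 #1, was compared in 3′ UTRs with 210 7-mers of the same bases.

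The lists, tests, thresholds and alternatives were chosen before the data were examined, except a scan of 3′ UTR 7-mers, the lists without genes carrying a site found by it, the tests of over-representation, and those tests of explanations that the closing section names as later, which were chosen after the values were seen. The scan took 16220 7-mers, each present in at least 50 of 12490 genes with at least 1 CPM, and limited log2 fold changes to an absolute 3. It removed a fitted dependence on the logarithm of 3′ UTR length, on GC content and on the square of GC content, and gave each 7-mer a z. The alternatives were DESeq2 1.42.0, its size factors in edgeR, library totals, no filter on low counts, a mean of at least 1 CPM, the replicate block, a loess correction of each library for GC content and length (span 0.3), both of these together, protein-coding genes only, fgsea 1.28.0 for gene lists, other thresholds, and each library left out in turn. Genes named in the text are those the paper names for these data, the E2F family, MYCN, CDKN1A, XPO1 and KPNA2, the 5 largest changes each way with at least 1 CPM and separated groups, and at most the 5 members of a list with the smallest p. Genes named outside this rule, which are neighbors of MYCN, overlapping and component genes, MIR17HG and uncalled genes of Supplementary Table S2, were chosen after the values were seen. A further gene is not reported here.

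The tests were tried on simulated data. Of 200 changed genes among 18779 simulated genes, edgeR recovered 179 at an adjusted p under 0.05, and 24 unchanged genes were called with them. DESeq2 recovered 178 with 27 unchanged genes. Of 100 lists of unchanged genes, camera gave 0 with a p under 0.05. The simulated genes varied independently, so this cannot show how camera behaves on lists of genes that vary together. In 10 simulated scans with a 7-mer lowered by a log2 change of −0.2, 10 ranked it lowest, and the lowest z without an effect was −4.15. Annotation and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9 and GenomicRanges 1.54.1. The qPCR, reporter, imaging, patient and xenograft data of the paper were not analysed here.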

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

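The tests in this part were chosen after the results were seen. Each result concerns genes or sequences that the paper does not discuss for these data, or a signal it does not report.

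Genes with the 7-mer TCCACCT in the 3′ UTR were lower in SAPCD2-knockdown SK-N-BE(2) cells than genes without it. The 2272 genes with the site had a median log2 fold change of −0.12 and the others 0.07, a difference of −0.1944, and the 7-mer ranked first from the lowest of 16220. It is complementary to positions 5 to 11 of the guide strand of sh-SAPCD2 #1 as designed. Of the 10 lowest 7-mers, 4 (TCCACCT, AGAGGTC, TTCCACC and CCACCTT) are complementary to this hairpin over their whole length, against 0.035 expected by chance, and 0 to sh-SAPCD2 #2, whose best rank was 230. Of 10000 hairpins with the same bases in random order, 0 had as many (p = 0.0001, the smallest these permutations can give). The 7-mer that was lowest on odd-numbered chromosomes was the same, and on the other chromosomes it ranked first of 16190 with a z of −8.84, which goes against chance among the 7-mers scanned. With the replicate block and the correction for GC content and length, its z was −12.4, but the scan already adjusts for 3′ UTR length and GC content, so this value cannot decide on such a bias. Without that adjustment the z was −12.73 and with it −12.23, ranked first both times. A dependence on 3′ UTR length and GC content of the form fitted in the scan therefore does not explain the pattern fully. The other 104 7-mers with the same bases had a median z of −0.97, which goes against base composition of the 7-mer as the source. The median log2 fold change was −0.11 with 1 site and −0.19 with 2 or more sites. A candidate explanation is silencing of unintended mRNAs by a guide that starts at position 4 of the designed strand. The ends of the processed guide were not measured, and with a single hairpin the sequence and the knockdown of SAPCD2 cannot be told apart.

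MYCN, amplified in this cell line, was higher in SAPCD2-knockdown cells, with counts of 89361 and 87449 in the control group and 149464 and 222692 in the sh-SAPCD2 group. Its log2 fold change was 1.0189 (standard error 0.111, adjusted p = 0.00378 from edgeR's quasi-likelihood test), and both sh-SAPCD2 libraries were above both sh-Scb libraries. With the replicate block and the GC content and length correction it was 0.924, and with library totals 0.9994, both under the log2 fold change threshold of 1 with an adjusted p under 0.05. TMM and library totals differ little here, so the latter value cannot decide on library size. MYCN took at most 0.699% of a library's counts, which says nothing of other genes. The 10 genes with most counts took 9.69% and 10.1% of the control libraries and 9.22% and 7.98% of the sh-SAPCD2 libraries, and the share left to other genes differed between 2 such libraries by at most 0.0337 on the log2 scale, which is too little to give the change of MYCN. The overlapping gene MYCNOS had at most 2.85% of the counts of MYCN, which goes against its reads as the source. A bias of GC content and length does not explain the change fully. The neighboring gene DDX1 had a log2 fold change of 0.1252 (adjusted p = 0.351), and 0.28 (adjusted p = 0.0167) with the replicate block and the correction, less than MYCN in both. Of 2 further neighbors, named after their values were seen, NBAS had −0.16 (adjusted p = 0.363) and GACAT3 0.60 (adjusted p = 0.101), with 0.68 (adjusted p = 0.0491) for GACAT3 with the block and the correction. The pattern cannot be told apart from a gain of copies of MYCN or of part of its region, since copy number was not measured in these libraries. MYCN carries a shifted seed site of the guide arm in its 3′ UTR and was higher all the same.

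The genes with the largest changes lie outside those the paper discusses. The lowest were CLSTN2 (log2 fold change −3.6837), URGCP-MRPS24 (−3.5353), KCTD21 (−3.4696), SEMA5A (−3.4666) and GABRQ (−3.1003). The highest were TRPM8 (4.3499), ISG15 (3.8915), ZFPM2-AS1 (3.8676), SYS1-DBNDD2, at least 23.3-fold higher, and PEDS1-UBE2V1, at least 221-fold higher. In the control libraries, ISG15 had 4 and 3 counts and ZFPM2-AS1 had 3 and 6. These lie close to the smallest detectable amount of 3 counts, so the size of both changes is uncertain. The limit of PEDS1-UBE2V1 rests on the mean of 2 unlike sh-SAPCD2 libraries, at 15.09 and 33.31 CPM. With each library left out in turn, the log2 fold change of URGCP-MRPS24 ranged from −8.9053 to −2.6723. All 10 were still called with the replicate block and the GC content and length correction. Without the filter on low counts 9 of the 10 were called. URGCP-MRPS24, SYS1-DBNDD2 and PEDS1-UBE2V1 are read-through genes, and the summed counts of each with its component genes changed by at most 0.2449 on the log2 scale. Each read-through gene was a small part of its sum, for example 1046 of 6734 counts for PEDS1-UBE2V1 in the second sh-SAPCD2 library. Its own change could hardly move the sum, so the sums cannot decide. The component genes had adjusted p values from 0.0625 to 0.971 and cannot decide either. For these 3 read-through genes a different split of reads between overlapping genes by the authors' counting is an untested candidate explanation. No change of transcription can be read from them. For ZFPM2-AS1, the overlapping gene ZFPM2 held 401% of its counts, which by itself cannot decide. ZFPM2 changed the other way, with a log2 fold change of −0.5727 (adjusted p = 0.0745), which goes against a rise of ZFPM2 as the source. Reads counted for ZFPM2-AS1 instead of ZFPM2 would also lower ZFPM2, so such a shift of reads cannot be excluded. The 5 lowest genes each carry a shifted seed site of the guide arm of sh-SAPCD2 #1 (TCCACCT or CCACCTA). Of the 100 genes that fell most, 50 carried such a site, against a median of 20 in 10000 lists matched on 3′ UTR length (p = 1e-04, the smallest these permutations can give). The sites were chosen on the same log2 fold changes, which this p does not account for, so the excess restates the scan and does not show by itself that the hairpin silenced these genes.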

How the results depend on the processing

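The exclusion of genes with a shifted seed site of sh-SAPCD2 #1 and the tests of over-representation were chosen after the values were seen. The DNA replication, cell cycle, centromere and kinetochore, preinitiation complex, spindle, S-phase, G2/M, Supplementary Table S2 E2F and Fig. 4H lists kept a median below 0 and an adjusted p under 0.05 under each alternative with a test. For example, the S-phase list ranged from −1.07 to −0.92 and the cell cycle list from −0.42 to −0.36. The E2F list and the Fig. 4H genes were chosen by the authors on these libraries, so this shows no stability for them. The ATF4 target list (0.35 to 0.41) and the endoplasmic reticulum stress list (0.49 to 0.56) stayed above 0 with an adjusted p under 0.05.

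The counts of DEGs depended on the threshold and the filter. The number of higher genes was 553 without the filter on low counts, 2326 at the adjusted p alone, 447 at an adjusted p of 0.01 and 72 in the test against a log2 fold change of 1. The number of lower genes was 668, 2339, 522 and 81 under the same settings, in this order. Without the filter, SAPCD2 had a log2 fold change of −0.91 with an adjusted p of 0.0749, while its adjusted p ranged from 8.456e-06 to 0.0749 over its alternatives. The cause was not tested.

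The p53 signaling list changed direction to 0.1169 under the GC content and length correction, to 0.117 under that correction with the replicate block, to 0.1105 (adjusted p = 0.258) without genes with a shifted seed site, and to a normalized enrichment score of 1.016 with fgsea, and it had an adjusted p over 0.05 under each alternative. The interferon list was −0.0059 with a mean of at least 1 CPM, and with fgsea it had a normalized enrichment score of 1.6687 with an adjusted p of 0.0174, against a range of 0.0682 (without genes with a shifted seed site) to 0.291 over its other alternatives. The adrenergic marker list changed direction to 0.0565 (adjusted p = 0.791) without genes with a shifted seed site. For the planned seed, the difference was −0.0538 with the 6-mer CCTTCA and −0.0578 with the seed of sh-SAPCD2 #2, a hairpin taken as absent from these cells. The cause was not tested.

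Leaving out 1 library leaves a group with 1 library, so these fits give values without a test, and no count of DEGs. Across the 4 fits, SAPCD2 ranged from −1.2294 to −0.6763, the cell cycle list from −0.5256 to −0.3323, the DNA replication list from −0.9614 to −0.8265, the p53 signaling list from −0.0716 to 0.0666, the centromere and kinetochore list from −0.9966 to −0.8674, and the spindle list from −0.8768 to −0.7128. The S-phase list ranged from −1.1698 to −0.9521, the G2/M list from −0.8634 to −0.6926, their difference from −0.3064 to −0.2595, the Supplementary Table S2 E2F list from −0.9591 to −0.8424, and the Fig. 4H genes from −1.2308 to −1.1779. The interferon list ranged from −0.0326 to 0.0896, the ATF4 target list from 0.2395 to 0.3967, the endoplasmic reticulum stress list from 0.4562 to 0.5471, and the adrenergic marker list from −0.192 to 0.0544. The cause was not tested.

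For 104 genes, which are those the paper names, the E2F family, the largest changes and the members with the smallest p of each list, 1243 values under alternatives kept their direction and side of the adjusted p threshold or moved by less than the replicate spread, 91 moved by more when a library was left out, 10 passed the adjusted p threshold only under the alternative, 7 no longer passed it, and 0 changed direction in a test. The 7 that no longer passed it did so without the filter on low counts: TK1, E2F1, CDC20, XPO1, CDKN1A, URGCP-MRPS24 and OAS3. By both DEG thresholds, of 935 values with a test, 25 in 9 genes lost the call (RRM2, TK1, CDK1, MYCN, CDKN1A, KDM6B, URGCP-MRPS24, ZWINT and SLC7A5) and 9 in 3 genes gained it (PCGF2, E2F2 and HMGB2). With a library left out, GAPDH ranged from −0.20 to 0.01.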

Differences from the paper's values

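The main counts of higher and lower genes (880 and 968) were within 1.5 times the paper's 837 and 782. Of the alternatives set before the data were examined, the count of higher genes was more than 1.5 times off without the filter on low counts (553), at the adjusted p alone (2326), at an adjusted p of 0.01 (447) and in the test against a log2 fold change of 1 (72), and the count of lower genes at the adjusted p alone (2339) and in the test against a log2 fold change of 1 (81). DESeq2, which the paper's methods name, gave 832 and 773.

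The paper shows PCGF2 in Fig. 4H among the E2F7-targeted genes that fell. Its log2 fold change was −1.05 with an adjusted p of 0.083. PCGF2 was called with DESeq2 (−1.03, adjusted p = 0.00438), with the replicate block (−1.05, adjusted p = 6.70e-05), with the GC content and length correction (−1.15, adjusted p = 0.0248) and with both of the latter together (−1.14, adjusted p = 1.67e-04). Its adjusted p was 0.0733 with DESeq2's size factors in edgeR, 0.0683 with library totals, 0.224 without the filter on low counts, 0.0735 with a mean of at least 1 CPM and 0.0583 with protein-coding genes only. With each library left out in turn, its log2 fold change ranged from −1.5343 to −0.5739. The smaller p with the replicate block is not stronger evidence, since same-numbered libraries showed no pairing across genes.

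Of the 478 tested genes that the sheet of Supplementary Table S2 for downregulated genes names, PRPF31 had a log2 fold change above 0 (0.19, adjusted p = 0.665). NPIPA3 had −0.17 (adjusted p = 0.822). AP1S3, ATG4C, BCL2L12, CHKB-CPT1B, MSH5-SAPCD1 and RAP2C-AS1 were below 0 with adjusted p values from 0.0531 to 0.277, and were named after their values were seen. DESeq2 called 472 of the 478 genes lower, and edgeR 469. Of the 469 tested genes that the sheet for upregulated genes names, edgeR called 431 higher and DESeq2 457. All 469 were above 0, and 449 had an adjusted p under 0.05 with edgeR.

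The paper shows E2F3 among the genes that fell by qPCR in Fig. 3F. In the RNA-seq libraries its log2 fold change was −0.37 with an adjusted p of 0.0657. Its adjusted p was under 0.05 with the GC content and length correction (−0.31, adjusted p = 0.00993), with this correction and the replicate block (−0.31, adjusted p = 0.0095) and with protein-coding genes only (−0.40, adjusted p = 0.0475). The other alternatives gave adjusted p values from 0.0538 to 0.145.

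SAPCD2 encodes 394 amino acids in the annotated transcript used here, while the paper's text gives a different length.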

Other observations

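In this part, the tests of the GC content and length correction, the planned seed and library totals for the cell cycle genes, of the interferon list, of the S-phase and G2/M difference and of the ATF4 list were chosen before the result was seen, and the other tests after it.

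The fall of E2F and cell cycle genes was weighed against technical explanations. With the replicate block and the GC content and length correction, the S-phase list had a median of −0.9214, so a GC content or length bias does not explain it fully. With library totals it was −1.0576, but TMM and library totals differ little here, so this shows no stability. The totals of the sh-SAPCD2 libraries, 25347900 and 31850997, lay below and above those of the control libraries, which goes against a difference in library size between groups. The planned 7-mer of the designed seed, ACCTTCA, ranked 25 from the lowest of 210 with the same bases. Without genes that carry a shifted seed site, the S-phase list had a median of −1.0246, which goes against silencing through sites in the genes' own 3′ UTRs. Indirect effects of other silenced genes cannot be excluded, since 50.2% of lower genes carried a site against 33.6% of genes that were not called, and this share gives no bound on what those genes do. The fall therefore cannot be told apart from an indirect effect of the hairpin's sequence. A graded response could not be read from the libraries either. The second sh-SAPCD2 library retained more SAPCD2 mRNA, yet its S-phase score was lower than that of the first by a difference of −0.16, with 1 library each. Neither value was corrected for GC content and length. That correction moved the log2 fold change of SAPCD2 to −1.29 and its standard error from 0.1931 to 0.06495. The gap in SAPCD2 between these 2 libraries may therefore rest in part on such a bias.

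Repression by E2F7, the mechanism the paper proposes, may act more on genes of the G1/S transition than on those of G2/M. The S-phase list fell more than the G2/M list, with a difference of −0.272 (two-sided permutation test, p = 0.00643). The same difference could also follow from the decrease of cells in S phase that the paper reports by flow cytometry (Fig. 2H). This was not tested here, and the difference does not single out E2F7. E2F7 mRNA itself had a log2 fold change of −1.28 (adjusted p = 0.00581). E2F7 carries a shifted seed site of the passenger arm of sh-SAPCD2 #1 in its 3′ UTR, so direct silencing by the hairpin cannot be excluded. Of the 8 E2F family members, 6 were below 0 under TMM, DESeq2's size factors and library totals, 4 of them with an adjusted p under 0.05, and E2F5 and E2F6 were higher with an adjusted p under 0.05.

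Double-stranded RNA of a hairpin could raise interferon-induced genes. The interferon list had a median of 0.0709, with an adjusted p of 0.196 from camera, and 0.0682 to 0.291 under its alternatives with camera, the lowest without genes with a shifted seed site. With fgsea, the normalized enrichment score was 1.6687 with an adjusted p of 0.0174. ISG15, BST2, IFITM2 and IFITM3 were higher, ISG15 from a control level close to the smallest detectable amount. A rise was thus detected by fgsea and not by camera, and such a response cannot be excluded.

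Activation of ATF4 may contribute to the higher stress genes. The ATF4 target list had a median of 0.3759 (camera, adjusted p = 0.000115). The endoplasmic reticulum stress list had a median of 0.5563 with the replicate block and the GC content and length correction, so such a bias does not explain it fully. With library totals it was 0.5054, which cannot decide on library size, since the 2 scalings differ little. Whether the stress response follows from the loss of SAPCD2 or from the hairpin was not tested.

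Genes with 3′ UTR sites of miR-25/92, miR-19 and miR-17 ranked 1, 3 and 6 from the highest of the 7-mers scanned, and the site of miR-18, from the same cluster, ranked 2957. Less of the miR-17-92 cluster is a candidate explanation, but its host transcript MIR17HG had a log2 fold change of −0.2092 with an adjusted p of 0.366, and mature microRNAs were not measured. Without the adjustment for 3′ UTR length and GC content, the best rank of these sites was 1723, so the pattern rests on that adjustment and may reflect it.

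Reads of SAPCD2 pseudogenes do not account for the value of SAPCD2, since they had at most 0.22% of its counts in a library.

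The 14 genes measured by qPCR in Fig. 3F were all below 0 in the RNA-seq libraries, from −1.61 to −0.37, with 13 at an adjusted p under 0.05 over all tested genes and 14 with the adjustment over these genes alone. XPO1 had a log2 fold change of −0.65 (adjusted p = 0.0303), KPNA2 −0.27 (adjusted p = 0.0779) and CDKN1A −1.51 (adjusted p = 0.0227). CDKN1A carries a shifted seed site of the guide arm in its 3′ UTR. The adrenergic and mesenchymal marker lists had medians of −0.03 (adjusted p = 0.314) and 0.09 (adjusted p = 0.528).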
